# Protein Kinase A: A Master Kinase of Granulosa Cell Differentiation

**DOI:** 10.1038/srep28132

**Published:** 2016-06-21

**Authors:** Pawan Puri, Lynda Little-Ihrig, Uma Chandran, Nathan C. Law, Mary Hunzicker-Dunn, Anthony J. Zeleznik

## Abstract

Activation of protein kinase A (PKA) by follicle stimulating hormone (FSH) transduces the signal that drives differentiation of ovarian granulosa cells (GCs). An unresolved question is whether PKA is sufficient to initiate the complex program of GC responses to FSH. We compared signaling pathways and gene expression profiles of GCs stimulated with FSH or expressing PKA-CQR, a constitutively active mutant of PKA. Both FSH and PKA-CQR stimulated the phosphorylation of proteins known to be involved in GC differentiation including CREB, ß-catenin, AKT, p42/44 MAPK, GAB2, GSK-3ß, FOXO1, and YAP. In contrast, FSH stimulated the phosphorylation of p38 MAP kinase but PKA-CQR did not. Microarray analysis revealed that 85% of transcripts that were up-regulated by FSH were increased to a comparable extent by PKA-CQR and of the transcripts that were down-regulated by FSH, 76% were also down-regulated by PKA-CQR. Transcripts regulated similarly by FSH and PKA-CQR are involved in steroidogenesis and differentiation, while transcripts more robustly up-regulated by PKA-CQR are involved in ovulation. Thus, PKA, under the conditions of our experimental approach appears to function as a master upstream kinase that is sufficient to initiate the complex pattern of intracellular signaling pathway and gene expression profiles that accompany GC differentiation.

The process of granulosa cell (GC) differentiation during preovulatory follicular maturation is associated with the induction of approximately 500 target genes^1^,^2^,^3^,^4^,^5^ and is governed by the pituitary glycoprotein hormone FSH^6^. It is well known that FSH signaling in GCs is initiated by its binding to a G-protein coupled receptor (GPCR), stimulation of adenylyl cyclase, and the resulting increase in cAMP levels that activate cAMP-dependent PKA that results in phosphorylation of direct protein targets, such as CREB^7^,^8^. FSH stimulation of GCs is also associated with activation of a number of other signaling pathways including the PI3-kinase/PKB (AKT) pathway, the p42/44 MAP kinase pathway, and the p38 MAP kinase pathway that are also required for GC differentiation^9^,^10^,^11^,^12^,^13^. A major unanswered question is whether activation of PKA is sufficient to account for the complex pattern of intracellular cellular signaling that accompanies GC differentiation. To date, the only approach to investigate whether these additional signaling pathways are regulated by PKA has been through the use of PKA inhibitors such as H-89, KT 5720, and PKI. Conflicting results have been reported regarding the ability of PKA inhibitors to interfere with the ability of FSH to stimulate these additional pathways^9^,^10^,^11^,^12^,^13^. Further, because chemical inhibitors such as H-89 and KT 5720 also inhibit other intracellular kinases, often with higher affinity than towards PKA^14^, an absolute role for PKA in signaling network crosstalk in GCs cannot be definitively established. Finally, whereas studies with PKA inhibitors may indicate that PKA is necessary for the activation of signaling pathways and expression of differentiation-associated genes, inhibitors cannot reveal whether PKA alone is sufficient to do so.

Our laboratory previously reported the generation of a lentiviral vector that directs the expression of a constitutively active mutant of the catalytic subunit of PKA (PKA-CQR)^1^. This mutant does not bind effectively to the regulatory subunit of PKA and therefore does not require elevations in cAMP for stimulation of its catalytic activity^15^. PKA-CQR thus provides a unique and unequivocal tool to establish whether PKA is sufficient to account for the numerous signaling pathways that are activated by FSH in GCs as well as the program of gene expression that is essential for GC differentiation. Results of our previous study^1^ indicated that expression of PKA-CQR for 48 hr. qualitatively mimicked the stimulatory effects of FSH on the production of estradiol and progesterone by GCs as well as on the expression of the majority of genes as assessed by microarray analysis, but there were subsets of genes that were differentially regulated by FSH and PKA-CQR. However, there were two limitations with our previous study. First, we did not directly compare the effects of FSH and PKA-CQR on the activation of intracellular signaling pathways that are necessary for GC differentiation. Second, the 48 hr. stimulation window by PKA-CQR may have been sufficient to mimic the midcycle surge in luteinizing hormone (LH) and its effects on genes involved in ovulation and luteinization^16^.

In studies reported herein, we used a 24 hr. stimulation window to better reflect the initial responses of GCs to FSH and PKA-CQR. We conducted immunoblot analyses of key phospho- protein targets to directly assess the ability of PKA-CQR to activate the major signaling pathways that have previously been shown to be stimulated by FSH during the early events associated with GC differentiation. We also conducted microarray analysis to compare the gene expression profiles of GCs to identify gene networks that are regulated similarly and/or differentially by FSH and PKA during the early events of GC differentiation, prior to the potential onset of the initiation of the ovulation and luteinization program.

## Results and Discussion

### Signaling pathways activated by FSH and by PKA-CQR

The ideal experimental paradigm to establish whether PKA is sufficient to activate intracellular signaling pathways that are associated with FSH stimulation of GC differentiation would be to conduct a detailed timecourse of phospho-protein expression in response to FSH and PKA-CQR. However, the inherent difficulty in comparing the intracellular signaling pathways activated by FSH versus PKA-CQR in GCs is that the time-course for FSH activation is rapid and transient such that maximal stimulation typically occurs within the first 20 min. and declines to near basal levels by 60 min.^7^. By contrast, activation of signaling pathways by PKA-CQR is dependent upon the time required for the expression of the lentivirus-directed recombinant protein. During this period, the catalytic activity of the recombinant protein in GCs would progressively increase such that a rapid activation in PKA activity, within the time frame seen with FSH, could not be achieved. We explored a number of approaches that would enable us to acutely activate PKA-CQR in GCs. These included a chemical genetic approach of mutating the ATP binding pocket within PKA-CQR to confer unique sensitivity to a novel reversible inhibitor that could subsequently be washed out to initiate kinase activity^17^ as well as the construction of a PKA-CQR estrogen receptor fusion protein that would permit rapid activation of PKA by tamoxifen^18^. In results not reported herein, we found that neither approach was successful in generating a recombinant PKA-CQR mutant that could be acutely activated in GCs. Accordingly, we conducted a timecourse of PKA activity in GCs transduced with the lentiviral PKA-CQR using the phosphorylation of CREB (P-CREB) as an index of activity because CREB is directly phosphorylated by PKA at Ser133^8^. We found that 24 hr. post transduction with the PKA-CQR lentiviral vector was the earliest timepoint that we observed consistent phosphorylation of CREB to an extent similar to that seen following stimulation with FSH. Therefore in all experiments reported herein, we evaluated the activation of signaling pathways by PKA-CQR 24 hr. after viral transduction of GCs and compared the extent of activation of the pathways with FSH following stimulation for 20 min. and 24 hr.

#### CREB, β-catenin signaling and GSK-3β signaling

Immunoblot analysis demonstrated that the levels of the catalytic subunit of PKA were increased in GCs 24 hr. after transduction with the PKA-CQR lentiviral vector and elevated PKA-CQR levels were associated with increased levels of P-CREB (Fig. 1, Panels A–C, lanes 4 and 5). Stimulation by FSH for 20 min. resulted in an increase in CREB phosphorylation that declined to baseline levels by 24 hr. (Panels A and C, lanes 2 and 3). FSH stimulation of GCs for 20 min. that were previously transduced with the lentiviral PKA-CQR vector 24 hr. earlier caused a further increase in P-CREB levels indicating the continued responsiveness of CREB to FSH stimulation in cells expressing PKA-CQR (Fig. 1 Panels A,C, lane 5).

In GCs, PKA is the primary kinase that directly phosphorylates β-catenin at Ser552 to increase β-catenin-mediated transcription that is essential to up-regulate the mRNAs encoding *Lhcgr* and *Cyp19a1* that are essential for ovulation and establishment of pregnancy^19^. Both FSH stimulation (20 min.) and expression of PKA-CQR (24 hr.) increased β-catenin phosphorylation at Ser552 (Fig. 1, Panels A,D, lanes 2, 4 and 5). Another well-known direct target of PKA is GSK-3β, a potential regulator of apoptosis and steroidogenesis in GCs^20^. Both FSH stimulation and PKA-CQR expression increased GSK-3ß phosphorylation at Ser9 (Fig. 1, Panels A,E, lanes 2, 4 and 5). Taken together, these data show that PKA-CQR is sufficient to mimic the effects of FSH on the stimulation of CREB, β-catenin, and GSK-3β signaling in GCs.

#### Akt Signaling

Activation of the phosphatidylinositol-3 (PI3K)/Akt pathway by FSH is believed to be PKA dependent, based on the ability of the PKA inhibitor PKI to block Akt phosphorylation on both Thr308 and Ser473^13^. The PI3K/Akt pathway is necessary for the induction by FSH of *Ccnd2*, *Cyp19a1*, *Cyp11a1*, *Lhcgr*, and other critical genes that mark the fully differentiated preovulatory GC^13^,^21^,^22^,^23^. FSH also promotes, in a PKA-dependent manner, the phosphorylation of both GAB2 on Ser159 and IRS-1 on Tyr989, phosphorylation events which are believed to facilitate recruitment and activation of PI3K to IRS-1^9^. Both PKA-CQR and FSH increased Akt phosphorylation on Thr308 and Ser473 residues (Fig. 2, Panels A–C, lanes 2, 4 and 5) and GAB2 phosphorylation on Ser159 (Fig. 2, Panels A,D, lanes 2, 4 and 5). Student-T test was used to compare vehicle versus FSH for Ser473 because the lack of significance using analysis of variance related to the larger and more variable signal seen with PKA-CQR. These results indicate that PKA-CQR is sufficient to activate the PI3K/Akt pathway in GCs. In further support of this conclusion, FOXO1, a transcription factor known to be phosphorylated by Akt on Ser256, was also phosphorylated in response to PKA-CQR and FSH (Fig. 2, Panels A,E, lanes 2, 4 and 5). Further, total protein levels of FOXO1 were reduced in GCs which expressed constitutively active PKA-CQR or were stimulated by FSH for 24 hr. (Fig. 2, Panels A,F, lanes 3, 4 and 5). This decrease in total FOXO1 levels is consistent with the known degradation of FOXO1 after its phosphorylation by Akt^24^. Collectively, these findings demonstrate that PKA-CQR is sufficient to activate the Akt signaling pathway in GCs.

#### p42/44 MAPK and Src signaling

FSH stimulation of GCs results in a transient increase of p42/44 MAPK phosphorylation^10^,^25^. The p42/44MAPK (MAPK1/3) pathway is required for the production of estradiol by way of its stimulation of the differentiation-associated transcripts *Cyp19 Egfr, Inha, Egr1*, and *Ereg*^25^,^26^,^27^. The PKA dependence of p42/44 MAPK phosphorylation is controversial because PKA inhibitors have been shown to either block^25^,^26^,^27^ or have no effect^10^ on the FSH-mediated phosphorylation of this kinase. In studies that indicate a role for PKA in p42/44 MAPK activation, stimulation by PKA is thought to be indirect and involves phosphorylation/inactivation of a protein phosphatase resulting in its dissociation from p42/44 MAPK and leading to activation of the signaling pathway^25^. Our results (Fig. 3, Panels A,B, lanes 2, 4 and 5) confirm that FSH is able to stimulate this pathway and show further that constitutively activated PKA alone is sufficient to cause a robust increase in p42/44 MAPK phosphorylation. An additional question in relation to FSH-mediated p42/44 MAPK activation is the requirement for stimulation of Src activity, as the Src-inhibitor PP2 can block FSH-mediated increases in RAS^10^ and p42/44 MAPK activation^10^,^25^. Our results show that neither FSH stimulation nor constitutively active PKA significantly increased phosphorylation of Src at Tyr416 (Fig. 3, Panels A,C). These results are consistent with the previous findings that FSH does not activate Src but that Src is required in GCs for FSH-mediated activation of the p42/44 MAPK signaling^25^.

#### Hippo signaling

The highly conserved Hippo signaling pathway is involved in cell proliferation, cell death and differentiation. This pathway is activated by a series of kinases that ultimately promote the phosphorylation and cytoplasmic retention of Yes associated protein (YAP), thereby abrogating its promotion of gene transcription and curtailing cell proliferation^28^. In humans suffering from premature ovarian failure, ovarian fragmentation results in YAP dephosphorylation, increased production of CCN (also known as CTGF) growth factors and the stimulation of the growth of small preantral follicles^29^,^30^.

As shown in Fig. 3 (Panels A,D, lanes 2, 4 and 5), both FSH stimulation and PKA-CQR expression in GCs increased phosphorylation of YAP at Ser 127, the position known to promote its nuclear exclusion^28^. This observation is consistent with recent studies demonstrating that direct ligand stimulation of Gαs, cAMP analogs, or transfection of the catalytic subunit of PKA results in YAP phosphorylation in a number of cell types^31^,^32^ . This effect of PKA appears to be due to the phosphorylation and inhibition of RhoA which, in turn, relieves inhibition of Lats kinase leading to phosphorylation of YAP^32^.

Although both FSH and constitutively active PKA stimulated the phosphorylation of YAP, this effect at first glance would not be consistent with the known mechanisms of follicular growth because phosphorylation of YAP would be expected to suppress proliferation^28^ whereas FSH promotes follicular development by enhancing GC proliferation and inhibiting apoptosis^33^. It is possible that the phosphorylation and nuclear exclusion of YAP by FSH and PKA-CQR in GCs may contribute to the stimulation of other cellular processes associated with ovarian function such as differentiation. In this regard, it has been noted that forskolin-induced differentiation of murine 3T3-L1 cells into adipocytes is associated with increased phosphorylation of YAP that is repressed by the PKA inhibitor KT5720 and mimicked by knockdown of YAP^32^. Alternatively, as recent evidence suggests that the loss of Hippo signaling in Drosophila enhances the PI3-kinase/AKT pathway^34^, it is possible that the phosphorylation of YAP may also contribute to the ability of FSH and PKA-CQR to activate the PI3-kinase/AKT pathway in GCs.

#### p38 MAPK signaling

Phosphorylation of p38 MAPK (MAPK14) is stimulated by FSH and thought to be dependent on PKA, based on the ability of the PKA inhibitor H-89 to abrogate this response^11^. FSH-stimulated phosphorylation of p38 MAPK has been linked with GC rounding and regulation of estrogen and progesterone production^11^,^12^. We confirmed that stimulation of GCs with FSH for 20 min. increased the levels of phosphorylated p38 MAPK (Thr180/Tyr182; Fig. 3, Panels A,E, lane 2). However, expression of PKA-CQR did not result in increased p38 MAPK phosphorylation (lane 4). Thus, constitutively active PKA alone under these experimental conditions was not sufficient to activate this pathway. In addition, p38 MAPK became unresponsive to FSH in GCs expressing PKA-CQR as phosphorylation of this kinase was not increased following 20 min. of stimulation by FSH in cells previously transduced with PKA-CQR (Fig. 3, Panels A,E, lane 5). This observation is consistent with a previous report^35^ that inhibition of PKA by H-89 augmented FSH-stimulated phosphorylation of p38 MAPK. Thus, whereas p38 MAPK is rapidly activated by FSH, it remains unclear as to whether this activation is PKA-dependent. Moreover, prolonged stimulation by PKA renders this kinase unresponsive to FSH by a yet to be identified mechanism.

### Comparison of gene expression profiles of GCs stimulated with FSH or expressing constitutively active PKA

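GCs from immature rats, collected and cultured as 3 separate groups, were compared 24 hr. after treatment. Control GCs were transduced with a lentivirus for EGFP, a green fluorescent protein that serves to control for transduction (n = 2 arrays). The legend of Fig. 4 takes the controls from culture groups 1 and 2. In the sample labels, however, the array code of EGFP replicate 2 stands directly before that of FSH replicate 3. FSH-stimulated GCs received the same EGFP lentivirus and FSH at 100 ng/ml (n = 3). PKA-CQR GCs were transduced with a lentivirus for the mutant catalytic subunit, which is active without cAMP (n = 3). All cultures contained testosterone at 30 ng/ml, the substrate that GCs convert to estradiol, and both viruses were used at 2 MOI. Total RNA of each culture was hybridized to an Affymetrix rat genome array, on which a set of probes toward the 3′ end of a transcript gives its signal. The authors deposited log2 signals made with RMA, which corrects the background, brings all arrays to one distribution by quantile normalization and combines the probes of a set. The methods name MAS5.0 normalization for the paper's own analysis. Of the 31099 probe sets, 13915 carry a gene symbol in the authors' table, 1 per gene, and these were compared. The median log2 signal of an array was 8.37 to 8.44, and 2 arrays of the same group correlated at 0.993 to 0.997. The first principal component, with 67.5% of the variance, placed the PKA-CQR arrays between the EGFP and the FSH arrays. The 3′ minus 5′ log2 signal of beta-actin, which grows as RNA degrades, was 1.02 and 1.53 in EGFP, 1.30, 1.45 and 1.88 in FSH and 1.45, 1.34 and 1.66 in PKA-CQR arrays. Fold changes are differences of mean log2 signals between groups, tested with limma over all 8 arrays and adjusted by the Benjamini-Hochberg method over all genes, and a gene is said to rise or fall at an adjusted p under 0.05. The number of arrays limits the precision. *Prkaca*, the gene of the transduced catalytic subunit, had a log2 fold change over EGFP of 0.11 (SE 0.23, adjusted p = 0.837) with PKA-CQR and of 0.18 (adjusted p = 0.616) with FSH, and since it is not known whether its probe set detects the mutant transcript, this checks no label.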

We compared mRNA expression levels of approximately 14,000 transcripts in GCs stimulated with FSH or expressing PKA-CQR to determine whether PKA activation alone mimics the FSH-mediated gene expression profiles during the initial 24 hr. of stimulation. We developed the relative expression change ratio metric, which divided the fold-change following stimulation with FSH by the fold change following stimulation by PKA-CQR for any gene that was altered 2-fold or more by either FSH or PKA-CQR. Ratios that were 0.5 to 1.99 represented genes that were regulated similarly by FSH and PKA-CQR (less than 2-fold differences between the two stimulators) (FSH~PKA-CQR); ratios of less than 0.5 and more than 1.99 represented transcripts that were regulated more than 2-fold by PKA-CQR (PKA-CQR > FSH) or by FSH (FSH > PKA-CQR), respectively (Fig. 4A,B). A complete list of transcripts whose expression levels changed by more than two fold (increase or decrease) is presented in Supplementary Table S1.

#### Up-regulated genes

We found that 85% (352 genes) fell under the FSH~PKA-CQR category (Fig. 4A, Center Panel and S1). 

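Among the genes altered 2-fold or more, 416 were up-regulated, and 360 of them, or 86.5% (95% exact binomial confidence interval 82.9 to 89.7), had a relative expression ratio from 0.5 to below 2. The interval treats the genes as independent and does not measure the spread between arrays or cultures. *Scarb1*, the HDL receptor through which GCs take up cholesterol, rose 25.3-fold with FSH (log2 fold change 4.66, SE 0.12, adjusted p = 2.05e-07, n = 3 and 2 arrays) and 18.9-fold with PKA-CQR (log2 fold change 4.24, SE 0.12, adjusted p = 6.63e-07). *Pde4b*, a phosphodiesterase that degrades cAMP, rose 18.2-fold and 28.8-fold, and *Ass1*, the argininosuccinate synthase of arginine synthesis, rose 18.4-fold and 11.3-fold. *Fam110c* rose 38.6-fold with FSH and 31.1-fold with PKA-CQR, and *Inmt*, a methyltransferase, rose 24.2-fold and 15.5-fold. Of 28 early genes that respond to cAMP, 15 rose and 2 fell with FSH (16 and 3 when adjusted over the list alone), and 14 rose and 1 fell with PKA-CQR (15 and 1 when adjusted over the list alone). They included *Sgk1*, a kinase of cell survival, which rose 5.62-fold and 2.89-fold, and *Pde4d*, a further cAMP phosphodiesterase, which rose 1.8-fold and 2.43-fold. As a list these genes were higher than other genes by camera with FSH (adjusted p = 4.29e-05, and adjusted p = 0.0577 with an estimated correlation) and with PKA-CQR (adjusted p = 3.23e-09, and adjusted p = 0.0185 with an estimated correlation). Of the 360 genes, 355 rose with FSH and 309 with PKA-CQR by the test, 307 of them with both. In the median the 360 genes were 2.47-fold above EGFP with FSH and 2.03-fold with PKA-CQR. By the direct test between the stimuli, 143 of them were higher with FSH and 11 higher with PKA-CQR.

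**Figure D1:**
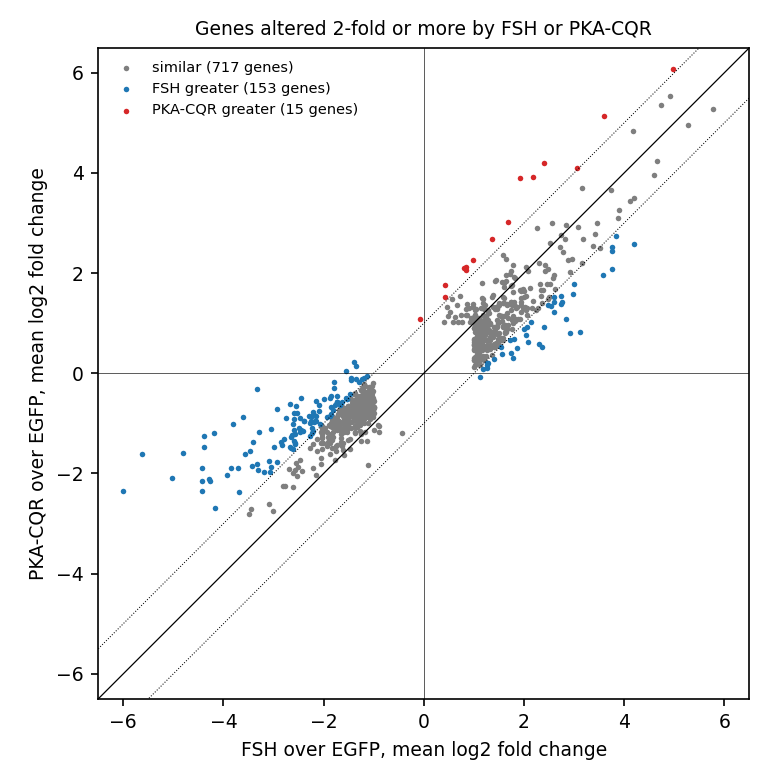
Mean log2 fold change over EGFP with PKA-CQR (vertical axis) against that with FSH (horizontal axis), a point for each of the 885 genes altered 2-fold or more by either. The solid line marks equal fold changes and the dotted lines a 2-fold difference between the stimuli. The 15 up-regulated genes with the greater change in PKA-CQR lie above the upper dotted line at the right, and of the 112 down-regulated genes with the greater change in FSH all lie above it at the left.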

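Over all 13915 genes, 1868 (13.4%) rose and 1680 (12.1%) fell with FSH, and 902 (6.48%) rose and 837 (6.02%) fell with PKA-CQR. Of the genes that rose with FSH, 805 also rose with PKA-CQR, where independent lists would share 121, and 819 fell with both, where independent lists would share 101. None of the genes called with one stimulus was called in the opposite direction with the other. The direct comparison found 550 genes higher and 412 lower with PKA-CQR than with FSH. Across genes, which are not independent replicates, the 2 sets of fold changes correlated at r = 0.89 (Spearman's rho 0.843), and unchanged groups set against the same 2 EGFP arrays gave r = 0.60 in 100 simulations. The covariance was 0.191, against 0.00954 in the simulations, a difference of 0.182. The simulated arrays were independent, while FSH and PKA-CQR arrays of the same number deviated from their groups together (correlations 0.23, 0.44 and 0.62). The values for unchanged groups may therefore be higher than simulated. Part of the excess in shared calls may come from the shared EGFP arrays, of which a split would leave each stimulus only 1. Without EGFP replicate 1, 1182 genes rose and 1090 fell with FSH, and 491 rose and 360 fell with PKA-CQR, and without PKA-CQR replicate 2 540 fell with PKA-CQR. Without PKA-CQR replicate 1, 296 genes were higher and 163 lower with PKA-CQR than with FSH, without FSH replicate 2 there were 340 and 195, without PKA-CQR replicate 3 331 and 211, and without PKA-CQR replicate 2 377 and 223.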

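Fold changes with FSH were at least 2-fold above those with PKA-CQR for 41 up-regulated genes (9.86%), and the direct test between the stimuli called 39 of them. The 41 were picked for this difference on the same arrays, so the calls are not independent evidence of it. *Scd1*, the stearoyl-CoA desaturase that makes monounsaturated fatty acids, rose 18.2-fold with FSH and 6-fold with PKA-CQR, a log2 difference of -1.60 (PKA-CQR over FSH, SE 0.10, adjusted p = 0.000135, n = 3 arrays each). *Fdxr*, the ferredoxin reductase that passes electrons to mitochondrial steroidogenic enzymes, rose 6.65-fold and 2.92-fold (adjusted p = 0.000598 for the difference). *Folr1*, a folate receptor, rose 4.25-fold and 1.54-fold, and *Ttyh2*, a membrane protein, 5.29-fold and 1.89-fold, with adjusted p = 3.25e-05 and 0.000389 for the differences. *Eml1*, a microtubule-binding protein, rose 3.44-fold with FSH, and its change with PKA-CQR was 1.23-fold (adjusted p = 0.343). The chemokine *Ccl2*, named after its values were seen, and the class II histocompatibility gene *RT1-Da* were the 2 genes that the direct test did not call (adjusted p = 0.0982 and 0.0928, and 0.018 and 0.0118 with the replicate numbers as a block). By the test against EGFP, all 41 rose with FSH and 26 rose with PKA-CQR. The rises of *Ccl2* and *RT1-Da* with FSH were lost when any 1 array except FSH replicate 3 was left out (adjusted p = 0.0531 to 0.163 and 0.0513 to 0.149) and after a second quantile normalization (adjusted p = 0.0647 and 0.0546). *RT1-Da* is also expressed by macrophages and is itself in the list of 22 markers of macrophages and leukocytes. Of these 22, 2 were lower and 1 higher with PKA-CQR than with FSH (6 and 1 when adjusted over the list alone). The list had camera adjusted p = 0.00667 (adjusted p = 0.383 with an estimated correlation).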

Eleven % (44 genes) had fold-change ratios of more than 2.0 and were thus stimulated at least 2-fold more by FSH than PKA-CQR (Fig. 4A, Right Panel and Supplementary Table S1). Of these, only 7 were up-regulated 3-fold greater by FSH and only one gene was stimulated more than 5-fold more by FSH (Fig. 4A, Right Panel and Supplementary Table S1). 

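At a ratio of 3 or more there were 8 genes, and none reached 5. *Vcam1*, an adhesion molecule of the vessel wall and of leukocyte binding, rose 8.67-fold with FSH (log2 fold change 3.12, SE 0.26, adjusted p = 4.91e-05). Its change with PKA-CQR was 1.78-fold (adjusted p = 0.0751, and 0.00777 with the replicate numbers as a block), which gives the largest ratio, 4.88. The next, 4.32, belongs to a probe set with several symbols, which is not named. *A2m*, the protease inhibitor alpha-2-macroglobulin, rose 5.16-fold with FSH and 1.44-fold with PKA-CQR, and the second call was lost without EGFP replicate 1 (adjusted p = 0.0678) and in 4 other fits that left out 1 array. *Tmem150c*, a membrane protein, had 4.92-fold and 1.5-fold changes, with the second call again lost when any of the 5 EGFP or PKA-CQR arrays was left out (adjusted p = 0.0546 to 0.195). *Defb24*, a beta-defensin, rose 13.4-fold and 4.21-fold, and *Nfe2*, a transcription factor of the erythroid lineage, 11.9-fold and 3.91-fold. In the direct test *Vcam1*, *A2m*, *Defb24* and *Nfe2* were lower with PKA-CQR (adjusted p = 0.000951, 0.000121, 0.00656 and 0.00131).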

Further analysis of the group of 44 transcripts that were increased more than two-fold by FSH did not reveal any common upstream regulators that might account for their preferential up-regulation by FSH.

Four % (16 genes) had a fold-change ratio less than 0.5, indicating that PKA-CQR was at least 2-fold more effective than FSH in stimulating their expression (Fig. 4A, Left Panel and S1). 

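Ratios below 0.5 were found for 15 up-regulated genes (3.61%), which in the median were 2.57-fold above EGFP with FSH and 6.44-fold with PKA-CQR. *Nr4a3*, an orphan nuclear receptor of the NR4A family induced early by cAMP, rose 1.8-fold with FSH and 4.2-fold with PKA-CQR (log2 fold change 1.22, SE 0.10, adjusted p = 0.000389 for PKA-CQR over FSH, n = 3 arrays each). *Rgs1*, which shortens G protein signaling, rose 3.39-fold with PKA-CQR, its change with FSH was 1.34-fold (adjusted p = 0.0789), and the difference passed the test (adjusted p = 0.00105). *Nap1l5*, a nucleosome assembly protein, rose 8.38-fold and 17.2-fold (adjusted p = 0.00192 for the difference). The ovulation-associated genes *Areg*, *Ereg*, *Ptgs2* and *Pgr* belong to this group. All 15 rose with PKA-CQR and 12 with FSH, and 14 were higher with PKA-CQR than with FSH by the direct test, the exception being *Cyp19a1*, the aromatase gene. The 15 were picked for this difference on the same arrays.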

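The largest PKA-CQR over FSH ratio of an up-regulated gene was 3.95, that of *Areg*, the EGF-like factor amphiregulin (SE 0.27 on the log2 scale, n = 3 arrays each). *Ereg*, the related factor epiregulin, had a ratio of 3.45, and *Gja5*, the gap junction protein connexin 40, one of 3.31. These were the 3 genes above a 3-fold difference. The difference was significant for each in the direct test (adjusted p = 0.00358 for *Areg*, 0.00206 for *Ereg* and 0.0174 for *Gja5*). For *Gja5* it was lost without FSH replicate 1 (adjusted p = 0.0508) or PKA-CQR replicate 1 (adjusted p = 0.0827).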

Only three genes were up-regulated by PKA-CQR by more than 3-fold; the maximum fold increase was 3.87 (Supplementary Table S1). As described below, the differential activation P38 MAPK by FSH and PKA-CQR may account for the differential regulation of this group of transcripts.

#### Down-regulated genes

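Down-regulation of 2-fold or more was found for 464 genes with FSH and 161 genes with PKA-CQR. *S1pr1*, a receptor for sphingosine 1-phosphate, fell 8.04-fold with FSH (log2 fold change -3.01, SE 0.14, adjusted p = 3.3e-06, n = 3 and 2 arrays) and 6.7-fold with PKA-CQR (log2 fold change -2.74, SE 0.14, adjusted p = 1.25e-05). *Spink8*, a serine protease inhibitor, fell 11.3-fold and 6.97-fold, *Stard13*, which inactivates the GTPase RhoA, 8.46-fold and 6.11-fold, and *Edn1*, the vasoconstrictor endothelin 1, 6.09-fold and 4.81-fold. Of 17 genes of the actin cytoskeleton and of serum response factor targets, 16 fell and 0 rose with FSH (16 and 0 when adjusted over the list alone), and 14 fell and 0 rose with PKA-CQR (16 and 0 when adjusted over the list alone). *Tagln*, an actin-binding protein, fell 14.4-fold and 3.72-fold, and *Acta2*, smooth muscle actin, 3.14-fold and 2.43-fold. By camera the list was lower with FSH (adjusted p = 1.24e-12, and adjusted p = 0.134 with an estimated correlation) and with PKA-CQR (adjusted p = 8.9e-14, and adjusted p = 0.104 with an estimated correlation). Markers of smooth muscle and pericytes share 5 members with that list. Of the 13 measured, 8 fell and 0 rose with FSH (10 and 0 when adjusted over the list alone), and 5 fell and 0 rose with PKA-CQR (6 and 0 when adjusted over the list alone), with camera adjusted p = 2.75e-05 and 2.25e-05 (adjusted p = 0.193 and 0.178 with an estimated correlation). Of these 2-fold changes, 462 with FSH and 156 with PKA-CQR also passed the test.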

FSH stimulation or PKA-CQR expression resulted in at least a 2-fold down-regulation of 461 genes and 168 genes, respectively. The relative expression ratios of 76% (356 genes) of these down-regulated genes fell between 0.5–1.99. Thus, PKA-CQR partially mimics FSH-mediated down-regulation of GC gene expression (Fig. 4B, Central Panel and Supplementary Table S1).

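Of 469 genes down-regulated 2-fold or more by either stimulus, 357, or 76.1% (95% exact binomial confidence interval 72.0 to 79.9), had a ratio between 0.5 and 2. This interval too treats the genes as independent and leaves out the spread between arrays or cultures. *Ankrd1*, a target of the coactivator YAP, fell 4.62-fold with FSH and 3.69-fold with PKA-CQR (SE 0.27 on the log2 scale in both, n = 3 and 2 arrays). *Ptger2*, a prostaglandin E receptor, fell 3.54-fold and 2.83-fold, and *Gadd45b*, a stress-induced activator of the p38 MAPK cascade, 5.95-fold and 3.81-fold. *Irs2*, an adaptor of the insulin receptor, fell 2.42-fold and 1.93-fold, and *Akap5*, an A-kinase anchoring protein, 5.87-fold and 3.45-fold, the second call being lost without EGFP replicate 1 (adjusted p = 0.104). Of the 357 genes, 354 fell with FSH and 287 with PKA-CQR by the test, 286 of them with both. In the median they were 2.53-fold below EGFP with FSH and 1.77-fold with PKA-CQR, and 195 of them were lower with FSH than with PKA-CQR by the direct test.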

FSH decreased the expression of 24% (111 transcripts) by 2-fold or more compared to PKA-CQR (Fig. 4B, Left Panel and Supplementary Table S1). In contrast to the similar abilities of FSH versus PKA-CQR to up-regulate genes in GCs, under the conditions of our experiment FSH appears to be more effective than PKA-CQR in down-regulating gene expression. Specifically, FSH was 3-fold or 5-fold more effective in the down-regulation of 23 and 11 transcripts, respectively. 

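FSH lowered 112 genes (23.9%) at least 2-fold more than PKA-CQR did. *Fn1*, the matrix protein fibronectin, fell 10.6-fold with FSH (log2 fold change -3.41, SE 0.28, adjusted p = 4.94e-05, n = 3 and 2 arrays) and 2.58-fold with PKA-CQR, and the second call was lost without EGFP replicate 1 (adjusted p = 0.125). *Pdk4*, a kinase that inhibits pyruvate dehydrogenase, fell 11.1-fold and 2.94-fold. The neurotrophin gene *Bdnf* fell 13.1-fold and 3.72-fold, the second call again lost without EGFP replicate 1 (adjusted p = 0.0561). *Nid1*, the basement membrane protein nidogen, fell 5.95-fold and 2.33-fold. Of 29 genes of the extracellular matrix, 9 fell and 5 rose with FSH (10 and 5 when adjusted over the list alone), and 6 fell and 3 rose with PKA-CQR (6 and 3 when adjusted over the list alone). The list was lower by camera with FSH (adjusted p = 0.0249, and adjusted p = 0.428 with an estimated correlation), and with PKA-CQR its adjusted p was 0.0982. Markers of theca and stroma share 3 collagen genes with the matrix list. Of 17 measured, 6 fell and 1 rose with FSH (8 and 1 when adjusted over the list alone), and 3 fell and 1 rose with PKA-CQR (3 and 1 when adjusted over the list alone), with camera adjusted p = 0.00301 and 0.00836 (adjusted p = 0.254 and 0.292 with an estimated correlation). *Mfap5*, a microfibril protein, fell 9.83-fold and 2.25-fold, and the collagen-binding proteoglycan *Dcn* fell 4.6-fold with FSH. *Cyp17a1*, a gene of steroid hormone synthesis, was the 1 member of the theca and stroma list that rose, with both stimuli. All 112 genes fell with FSH by the test, 86 also fell with PKA-CQR, and the direct test called 109. These genes, and those with larger differences below, were picked for the difference on the same arrays, so the calls are not independent evidence of it.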

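A difference of 3-fold to below 5-fold in the fall was found for 25 genes, and one of 5-fold or more for 11. *Pamr1*, a peptidase-domain protein, fell 49.5-fold with FSH and 3.06-fold with PKA-CQR, a difference of 16.2-fold (log2 PKA-CQR over FSH 4.01, SE 0.20, adjusted p = 4.05e-05, n = 3 arrays each). *Tnfrsf11b*, the decoy receptor osteoprotegerin, fell 64-fold and 5.07-fold. *Agtr2*, an angiotensin II receptor, fell 32.4-fold and 4.27-fold, *Adamts5*, a protease that cleaves aggrecan, 18.2-fold and 2.29-fold, and *Lox*, the lysyl oxidase that cross-links collagen, 12.2-fold and 1.84-fold. *Anpep*, an aminopeptidase, fell 21-fold and 2.39-fold. Without EGFP replicate 1 the fall with PKA-CQR was no longer called for *Anpep* (adjusted p = 0.232, and 0.0737 or 0.0786 without PKA-CQR replicate 2 or 3) and *Lox* (adjusted p = 0.0585). *Rcan2*, a regulator of calcineurin, fell 10-fold with FSH and had a change of -0.32 on the log2 scale with PKA-CQR (adjusted p = 0.243). The other genes past 5-fold were *Fam65b*, *Aspn*, *Arhgap6* and *Pdlim3*, and the difference passed the direct test for all 11 (adjusted p = 2.01e-06 for *Fam65b* to 0.00103 for *Agtr2*).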

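No down-regulated gene had a fall with PKA-CQR at least 2-fold beyond that with FSH. The nearest was *Fam198b*, a gene of a Golgi-associated protein, named after its values were seen, which fell 2.27-fold with PKA-CQR (log2 fold change -1.18, SE 0.19, adjusted p = 0.00405, n = 3 and 2 arrays). With FSH its log2 fold change was -0.43 (adjusted p = 0.129), and the ratio was 1.68. *RGD1305254*, also named after its values were seen, had a ratio of 1.65. Of all down-regulated genes, *Fam198b* was the 1 gene that the direct test called lower with PKA-CQR than with FSH (log2 -0.75, SE 0.17, adjusted p = 0.0333). That call was lost when any 1 of the 6 FSH and PKA-CQR arrays was left out (adjusted p = 0.0652 without FSH replicate 1 to 0.133 without PKA-CQR replicate 1).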

PKA-CQR did not down-regulate any gene 2-fold more effectively than FSH (Fig. 4B, Right Panel and Supplementary Table S1). These results suggest that FSH-mediated down-regulation of GC genes may involve other mechanisms in addition to the activation of PKA. However, further analysis of the group of 111 transcripts that were decreased more than two-fold by FSH than PKA-CQR did not reveal any common upstream regulators that might account for their preferential down-regulation by FSH.

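Of the 385 genes that FSH raised 2-fold or more, 321 also rose with PKA-CQR by the test, and of the 464 that FSH lowered 2-fold or more, 368 also fell. In the median PKA-CQR reached 66.5% of the log2 change with FSH among the rising genes and 54.5% among the falling ones, and on the linear scale the order was the reverse, 53.4% and 69.1%. Of 21 targets of YAP and the TEAD transcription factors, which sense the spread of a cell and its contacts, 14 fell and 1 rose with FSH (15 and 1 when adjusted over the list alone), and 11 fell and 1 rose with PKA-CQR (15 and 1 when adjusted over the list alone). *Cyr61*, a matricellular protein of that list, fell 10.8-fold with FSH (log2 fold change -3.43, SE 0.21, adjusted p = 1.07e-05, n = 3 and 2 arrays) and 3.63-fold with PKA-CQR, and *Tgfb2*, a transforming growth factor, 7.15-fold and 2.71-fold. *Nt5e*, an enzyme that makes adenosine, rose 5.04-fold and 2.92-fold. The YAP and TEAD targets were lower by camera with FSH (adjusted p = 1.68e-08) and with PKA-CQR (adjusted p = 6.86e-09), and higher with PKA-CQR than with FSH (adjusted p = 3.52e-05). With an estimated correlation the 3 values were adjusted p = 0.132, 0.102 and 0.345. By the direct test, 480 of the genes that fell with FSH fell further with FSH than with PKA-CQR, and none fell further with PKA-CQR. Of the genes that rose with FSH, 395 were higher with FSH and 24 higher with PKA-CQR. Genes called against EGFP with PKA-CQR alone lie outside these counts. Of them, 24 rose and were higher, and 3 fell and were lower, with PKA-CQR than with FSH. The counts and the median shares rest on genes picked by their change with FSH, which leans toward a smaller effect of PKA-CQR. From the share of down-regulated genes with similar ratios the paper concludes that PKA-CQR mimics the down-regulation in part, and from the deeper falls with FSH it proposes that mechanisms besides the activation of PKA may take part.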

### Functional annotation of transcripts regulated similarly or differentially by FSH and PKA-CQR identified by DAVID analysis

Supplementary Tables S2–S4 present functional annotations of transcripts that were regulated to a similar extent (fold-change ratio less than 2) by FSH and PKA-CQR, transcripts that were regulated to a greater extent (fold-difference greater than 2) by FSH than by PKA-CQR and transcripts that were regulated to a greater extent (fold-difference greater than 2) by PKA-CQR than by FSH. Of these as well as those presented in Supplementary Table 1, we selected transcripts that have been shown to be associated with major functions in GCs as described below.

#### Transcripts associated with steroidogenesis and GC differentiation

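*Star*, which carries cholesterol into mitochondria, rose 14.8-fold with FSH (log2 fold change 3.89, SE 0.34, adjusted p = 7.36e-05, n = 3 and 2 arrays) and 9.55-fold with PKA-CQR (log2 fold change 3.25, SE 0.34, adjusted p = 0.000594). *Cyp11a1*, the enzyme that cleaves the cholesterol side chain, rose 55-fold (log2 fold change 5.78, SE 0.27, adjusted p = 3.29e-06) and 39-fold (log2 fold change 5.29, SE 0.27, adjusted p = 1.23e-05). *Cyp19a1*, the aromatase that makes estradiol, rose 31.5-fold and 67.3-fold (adjusted p = 6.32e-05 and 8.08e-05), folds that were 19 and 40.6 without EGFP replicate 1 and 52.2 and 111 without EGFP replicate 2. *Por*, which supplies electrons to these cytochromes, rose 2.31-fold and 1.96-fold, and *Srebf1*, a transcription factor of lipid synthesis, 2.28-fold and 1.8-fold. Of 17 genes of steroid hormone synthesis, 12 rose and 1 fell with FSH (12 and 1 when adjusted over the list alone), and 11 rose and 0 fell with PKA-CQR (11 and 1 when adjusted over the list alone). They include *Hsd17b1*, which converts estrone to estradiol and rose 3.04-fold and 3.47-fold. By camera the list was higher with FSH (adjusted p = 2.11e-05, and adjusted p = 0.108 with an estimated correlation) and with PKA-CQR (adjusted p = 5.09e-08, and adjusted p = 0.0483 with an estimated correlation). The 5 steroidogenic genes of Table 1, of which 4 are in that list, all rose with both (camera adjusted p = 1.73e-05 and 4.67e-08, and adjusted p = 0.0659 and 0.0287 with an estimated correlation), but since the paper chose them on these arrays they are not independent evidence of direction.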

Stimulation by FSH or PKA-CQR for 24 hr. comparably induced the expression of transcripts associated with GC steroidogenesis and differentiation including the cholesterol transporter protein, *Star,* as well as *Cyp19a1 and Cyp11a1*, the rate limiting enzymes for estrogen and progesterone synthesis, respectively (Table 1). Both PKA-CQR and FSH treatment also stimulated markers of GC differentiation: luteinizing hormone receptor (*Lhcgr*); epidermal growth factor receptor (*Egfr*) and inhibin subunits *Inha, Inhba* and *Inhb* (Table 1). 

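*Lhcgr*, the LH receptor, rose 26.8-fold with FSH and 41.2-fold with PKA-CQR (SE 0.29 on the log2 scale in both, adjusted p = 1.07e-05 and 1.63e-05, n = 3 and 2 arrays). *Egfr*, the receptor of the EGF-like factors, rose 2.03-fold and 2.04-fold (adjusted p = 0.00124 and 0.00276). The inhibin alpha subunit *Inha* rose 2.43-fold and 2.41-fold, and the beta subunits rose 2.73-fold and 2.49-fold (*Inhba*) and 3.41-fold and 3.38-fold (*Inhbb*). *Prlr*, the prolactin receptor, rose 5.39-fold and 4.09-fold. Of 21 genes of GC differentiation, 13 rose and 6 fell with FSH (13 and 6 when adjusted over the list alone), and 11 rose and 4 fell with PKA-CQR (13 and 6 when adjusted over the list alone). Among those that fell was *Ghr*, the growth hormone receptor, with log2 fold changes of -0.92 and -1.02. The camera test gave adjusted p = 0.00301 with FSH and 0.000167 with PKA-CQR, both toward higher (adjusted p = 0.134 and 0.0809 with an estimated correlation). This list holds 6 of the 7 differentiation genes of Table 1, and also *Cyp19a1*, *Cyp11a1* and *Nr5a2* of that table. The paper chose all of these on these arrays. Neither this list nor the 7 differentiation genes are therefore independent evidence of direction. By camera those 7 were higher with FSH and PKA-CQR (adjusted p = 0.000566 and 8.83e-07, and adjusted p = 0.193 and 0.102 with an estimated correlation). Of the 7, 6 rose with both stimuli, and *Ctgf*, a matricellular growth factor, fell with FSH (log2 fold change -0.76, adjusted p = 0.00269) and had -0.29 with PKA-CQR (adjusted p = 0.209).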

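In the direct comparison of the stimuli, *Inha* had a log2 PKA-CQR over FSH of -0.01 (SE 0.10, adjusted p = 0.98, n = 3 arrays each), *Inhbb* of -0.01 (SE 0.17) and *Egfr* of 0.01 (SE 0.13). *Star* had -0.64 (SE 0.31, adjusted p = 0.336), *Cyp11a1* -0.50 (SE 0.24, adjusted p = 0.329) and *Inhba* -0.14 (SE 0.14). For *Cyp19a1*, whose FSH over PKA-CQR ratio was 0.468, the log2 difference was 1.09 (SE 0.38, adjusted p = 0.162). None of these differences passed the test, which does not show that the stimuli act alike on these genes.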

The relative expression ratios for all these genes except *Cyp19a1* were between 0.5–2.0 indicating comparable regulation by PKA-CQR and FSH.

The expression of many of the GC differentiation markers and steroidogenic genes is under the control of the transcription regulators *Nr5a1*, *Nr5a2*, *Gata4 and Foxo1*^36^,^37^,^38^,^39^. 

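*Nr5a1*, the nuclear receptor SF-1 that drives steroidogenic genes, rose 2.34-fold with FSH (log2 fold change 1.23, SE 0.19, adjusted p = 0.00162, n = 3 and 2 arrays) and 2.05-fold with PKA-CQR (log2 fold change 1.03, SE 0.19, adjusted p = 0.00819), the second call being lost without EGFP replicate 1 (adjusted p = 0.0795). *Gata4*, a zinc finger factor of the gonad, rose 2.28-fold and 2.23-fold (adjusted p = 0.00125 and 0.00329). *Nr5a2*, the related receptor LRH-1, rose 2.27-fold with FSH (adjusted p = 0.0201, lost without EGFP replicate 2, FSH replicate 1 or FSH replicate 2 at adjusted p = 0.0534 to 0.133). Its change with PKA-CQR was 1.89-fold (adjusted p = 0.0888, and 0.0118 with the replicate numbers as a block). *Giot1*, a zinc finger gene induced by gonadotropins, rose 5.72-fold and 6.04-fold, *Nr1h3*, the oxysterol receptor LXR alpha, 2.44-fold and 1.97-fold, and *Cebpb*, a leucine zipper factor of luteinization, 2.02-fold and 1.77-fold. *Foxo1* fell with both. Of the 10 transcriptional regulators of Table 1, 7 rose and 3 fell with FSH, and 5 rose and 2 fell with PKA-CQR (7 and 3 when adjusted over the list alone), which is not independent evidence of direction because the paper chose them on these arrays. The camera test gave adjusted p = 0.16 with FSH and 0.0259 with PKA-CQR, the second being adjusted p = 0.121 with an estimated correlation.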

Microarray analysis showed that mRNAs encoding these transcription factors were increased to a similar extent after FSH stimulation or PKA-CQR expression (Table 1). FSH is also known to down-regulate the expression of *Foxo1* and *Dax-1* (*Nr0b1*) to relieve their inhibitory effects on the expression of *Cyp19A, Cyp11A1*, *Lhcgr* and the transcription factors *Nr5a1* and *Nr5a2*^2^,^19^,^21^. Both PKA-CQR and FSH down-regulated mRNA levels of *Foxo1* to a similar extent (Table 1), consistent with the decline in FOXO1 protein levels (see Fig. 2). 

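*Foxo1*, a forkhead factor that restrains GC growth and differentiation, fell 2.14-fold with FSH (log2 fold change -1.10, SE 0.11, adjusted p = 0.000142, n = 3 and 2 arrays) and 1.41-fold with PKA-CQR (log2 fold change -0.50, SE 0.11, adjusted p = 0.019). The direct test found it higher with PKA-CQR than with FSH (log2 0.60, SE 0.10, adjusted p = 0.00823), at an FSH over PKA-CQR ratio of 0.659. Of 20 FOXO target genes, 10 fell and 3 rose with FSH (10 and 3 when adjusted over the list alone), and 4 fell and 2 rose with PKA-CQR (7 and 2 when adjusted over the list alone). *Txnip*, an inhibitor of thioredoxin and glucose uptake, fell with FSH (log2 fold change -0.86, SE 0.10, adjusted p = 0.000355) and had -0.17 with PKA-CQR (adjusted p = 0.367). *Sod2*, the mitochondrial superoxide dismutase, rose 2.74-fold and 2.08-fold. By camera the list was lower with FSH (adjusted p = 0.00301) and PKA-CQR (adjusted p = 0.00263), with adjusted p = 0.302 and 0.292 with an estimated correlation. The fall of *Foxo1* with PKA-CQR was no longer called without EGFP replicate 1 (adjusted p = 0.0907), EGFP replicate 2 (adjusted p = 0.0949) or PKA-CQR replicate 2 (adjusted p = 0.0687).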

Although both FSH and PKA-CQR down-regulated *Nr0b1*, its expression was reduced to a greater extent by FSH than by PKA-CQR.

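*Nr0b1*, the corepressor DAX-1 that blocks SF-1, fell 6.05-fold with FSH (log2 fold change -2.60, SE 0.26, adjusted p = 0.000131, n = 3 and 2 arrays). With PKA-CQR its log2 fold change was -0.91 (SE 0.26, adjusted p = 0.0532, and 0.041 with the replicate numbers as a block, which puts EGFP replicate 2 with the replicate 2 arrays). It was 3.23-fold higher with PKA-CQR than with FSH (log2 1.69, SE 0.23, adjusted p = 0.00337). *Nr0b2*, the related corepressor SHP, went the other way, rising 2.85-fold with FSH (adjusted p = 0.00226), and its change with PKA-CQR was 1.74-fold (adjusted p = 0.0733). *Tead3*, a DNA-binding partner of YAP, fell 2.05-fold and 1.75-fold.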

It is well-established that CREB, β-catenin, Akt, and p42/44 MAPK are major upstream regulators of the transcriptional machinery that modulates mRNA levels of genes associated with cholesterol and steroid biosynthesis, differentiation markers such as *Lhcgr* and *Inha*, and proliferation in GCs^19^,^27^,^40^,^41^,^42^,^43^. Our results showed that PKA-CQR mimics FSH in activating all of the above-mentioned signaling cascades. Thus, the abilities of FSH and PKA-CQR to augment the expression of mRNA markers of steroidogenesis and differentiation are consistent with their similar activation of the aforementioned signaling pathways.

#### Genes involved in ovulation and luteinization

Whereas the responses to both FSH and LH are mediated primarily by cAMP/PKA, these two hormones appear to elicit distinct effects on the gene expression profiles of preantral (immature) GCs and preovulatory (mature) GCs, respectively. For example, FSH stimulated follicular development is associated with the up-regulation mRNAs encoding *Cyp19a1* and *Lhcgr* but not ovulation-associated genes such as *Pgr* and *Ptgs2*^6^,^7^. In contrast, LH stimulated ovulation is associated with the up-regulation of mRNA levels for *Pgr* and *Ptgs2* and the down-regulation of mRNA levels for *Cyp19a1* and *Lhcgr*^6^,^7^. These differences in the FSH and LH responses have been attributed to the distinct proteomes present at the two different stages of GC maturation, the efficiency of coupling of the FSH and LH receptors to distinct pathways, and/or differences in the extent or duration of cAMP/PKA signaling between FSH and LH^6^,^7^. In our current study, although FSH stimulation of preantral GCs showed an increase in the expression of ovulation-associated genes *Areg, Ereg, Pgr* and *Ptgs2,* expression of PKA-CQR resulted in higher expression of these ovulation-associated genes than FSH (Table 1).

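*Areg*, an EGF-like factor that relays the LH signal in the follicle, rose 3.78-fold with FSH (log2 fold change 1.92, SE 0.30, adjusted p = 0.00186, n = 3 and 2 arrays) and 14.9-fold with PKA-CQR (log2 fold change 3.90, SE 0.30, adjusted p = 0.000137). *Ereg*, of the same family, rose 5.3-fold and 18.3-fold, and *Ptgs2*, the cyclooxygenase needed for ovulation, 12.1-fold and 35.1-fold. *Pgr*, the progesterone receptor, rose 1.74-fold and 4.29-fold, *Tnfaip6*, which builds the cumulus matrix, 30.2-fold and 46.1-fold, and *Snap25*, a protein of vesicle fusion, 1.59-fold and 2.56-fold. Each of these 6 ovulation genes of Table 1 was higher with PKA-CQR than with FSH, among them *Pgr* (log2 1.30, SE 0.09, adjusted p = 0.000144), *Ptgs2* (log2 1.53, SE 0.24, adjusted p = 0.00664) and *Tnfaip6* (log2 0.61, adjusted p = 0.0368), but the paper chose them on these arrays and they are not independent evidence of direction (camera adjusted p = 1.83e-09, and adjusted p = 0.179 with an estimated correlation). In a list of 26 genes of ovulation and cumulus expansion that holds these 6, 8 were higher and 2 lower with PKA-CQR than with FSH (9 and 4 when adjusted over the list alone). The lower ones were *Mmp19*, a matrix protease (log2 -0.92), and *Fkbp5*, a cochaperone of steroid receptors (log2 -0.70, lost without FSH replicate 2, PKA-CQR replicate 1 or PKA-CQR replicate 3 at adjusted p = 0.0527 to 0.071). *Ptges*, a prostaglandin E synthase, fell 2.94-fold with FSH and had a log2 fold change of 0.05 with PKA-CQR. Against EGFP, 16 of the 26 rose and 3 fell with FSH (16 and 3 when adjusted over the list alone), and 13 rose and 1 fell with PKA-CQR (16 and 1). For PKA-CQR over FSH the camera test gave adjusted p = 0.00189 (adjusted p = 0.179 with an estimated correlation). All 6 ovulation genes of Table 1 are among the 8 higher members. The wider list is therefore not independent evidence of direction either. The rise of *Snap25* with FSH was lost without EGFP replicate 1 (adjusted p = 0.0574). The difference between the stimuli was lost for *Snap25* without FSH replicate 2 (adjusted p = 0.0611) and for *Tnfaip6* without any of 5 of the 6 FSH and PKA-CQR arrays (adjusted p = 0.0515 to 0.121).

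**Figure D2:**
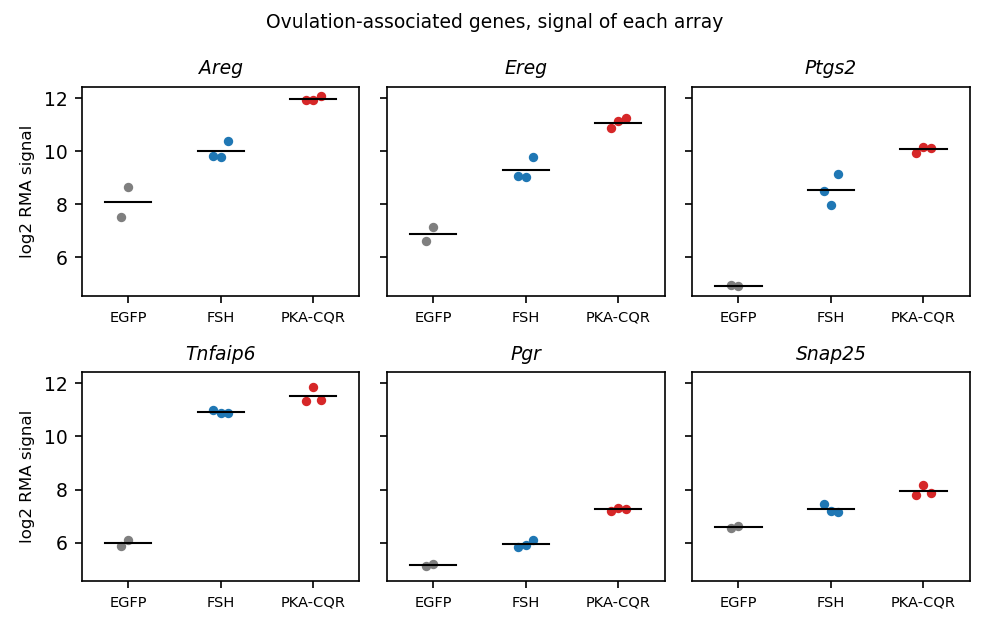
Log2 RMA signal of the 6 ovulation genes of Table 1 (vertical axis), with a point for each array and a bar for the mean of EGFP (n = 2), FSH (n = 3) and PKA-CQR (n = 3). For each gene all PKA-CQR points lie above all FSH points.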

The preferential increase in mRNAs for proteins involved in ovulation by PKA-CQR as compared to FSH may be due to the differential effects of FSH and PKA-CQR in the activation of p38 MAPK. Previous work by others demonstrated that FSH stimulation of GCs obtained from p38 MAPK-null mice resulted in higher mRNA levels of the ovulation-associated genes *Areg, Ereg, Pgr*, and *Tnfaip6* compared to GCs from wild type animals, indicating that p38 MAPK activation has a negative regulatory effect on the expression of these ovulation-associated genes^44^. In our current study, p38 MAPK was the only kinase cascade that was not activated by PKA-CQR. In fact, we observed that p38 MAPK in GCs expressing PKA-CQR for 24 hr. became unresponsive to acute (20 min.) FSH stimulation. These data tempt the speculation that activated p38 MAPK in immature GCs may prevent the premature expression of the ovulation associated genes such as *Areg, Ereg, Pgr* and *Tnfaip6* and that elevated expression of these genes at the time of ovulation may be due to a cAMP/PKA-mediated reduction in p38 MAPK activity.

Comparison of gene expression patterns conducted at 24 hr. with our previous microarray study conducted at 48 hr. revealed that many genes such as *P450scc*, *Star* and *Inhba* were regulated comparably by FSH and PKA-CQR at both time-points^1^. Ovulation-associated transcripts such as *Areg, Ereg* and *Ptgs2* were up-regulated to a greater extent by PKA-CQR than FSH at both time-points. However, at the 24 hr. time-point, PKA-CQR more robustly up-regulated *Cyp19a1* (59.7-fold) than FSH (29.4-fold) but at the 48 hr. time-point, FSH more robustly up-regulated *Cyp19a1* than did PKA-CQR (260-fold vs. 58-fold respectively). 

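At 24 hr. the log2 signal of *Areg* was 8.08 ± 0.81 in EGFP (SD, n = 2 arrays), 10.00 ± 0.34 in FSH (SD, n = 3) and 11.98 ± 0.07 in PKA-CQR GCs (SD, n = 3). That of *Ereg* was 6.89 ± 0.38 in EGFP (SD, n = 2 arrays), 9.29 ± 0.42 in FSH (SD, n = 3) and 11.08 ± 0.19 in PKA-CQR GCs (SD, n = 3), and that of *Ptgs2* was 4.94 ± 0.04 in EGFP (SD, n = 2 arrays), 8.54 ± 0.57 in FSH (SD, n = 3) and 10.07 ± 0.13 in PKA-CQR GCs (SD, n = 3). For the 3 genes every PKA-CQR array lay above every FSH array, and every FSH array above both EGFP arrays. The differences between the stimuli passed the direct test, and the values at 48 hr. were not used here.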

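The log2 signal of *Cyp19a1* at 24 hr. was 5.56 ± 1.03 in EGFP (SD, n = 2 arrays), 10.54 ± 0.61 in FSH (SD, n = 3) and 11.64 ± 0.14 in PKA-CQR GCs (SD, n = 3). Each PKA-CQR array lay above each FSH array, and both stimuli were far above the 2 EGFP arrays, which differed from each other more than the arrays of the stimulated groups did. Its fold changes therefore depend on the EGFP array used. Without EGFP replicate 1 they were 19-fold with FSH and 40.6-fold with PKA-CQR, and without EGFP replicate 2 they were 52.2-fold and 111-fold.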

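At 24 hr. *Lhcgr*, the LH receptor gene, had a log2 signal of 5.83 ± 0.12 in EGFP (SD, n = 2 arrays), 10.58 ± 0.55 in FSH (SD, n = 3) and 11.20 ± 0.32 in PKA-CQR GCs (SD, n = 3). It was 1.54-fold higher in the mean with PKA-CQR than with FSH (log2 0.62, SE 0.26), a difference that did not pass the test (adjusted p = 0.255).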

A similar pattern was also observed for the *Lhcgr* expression. The differential regulation of *Cyp19a1* and *Lhcgr* transcripts by FSH and PKA-CQR at these two time-points could be due to the progression of the luteinization program to an advanced stage by 48 hr. in PKA-CQR expressing GCs as the expression of *Areg* and *Ereg* results in termination of the follicular differentiation program and initiation of luteinization that is associated with down-regulation of *Lhcgr* and *Cyp19a1*^45^,^46^. As noted above, the differential actions of FSH and PKA-CQR on the phosphorylation of p38MAPK could be responsible for the preferential stimulation of ovulation-associated genes and initiation of the luteinization program. In this regard, pharmacological inhibition of p38MAPK has been shown to reduce FSH-stimulated estrogen production while augmenting FSH-stimulated progesterone production, both of which occur during luteinization of GCs^12^.

A notable difference between stimulation of GCs by FSH and PKA-CQR is that the mutations in PKA-CQR render the catalytic subunits unable to bind effectively to the regulatory subunits that serve as docking sites for A-kinase anchoring proteins (AKAPs)^15^. AKAPs target the native PKA holoenzyme to specific cellular microdomains that include substrates, phosphodiesterases and phosphatases, all of which serve to provide discreet spatiotemporal control of cellular functions^47^,^48^,^49^. Whereas FSH-stimulated activation of PKA that is tethered to AKAPs would be expected to generate a specific pattern of phosphorylation events, PKA-CQR, because it does not tether to AKAPs, would be expected to lead to the indiscriminant phosphorylation of PKA substrates within the cell. In addition, the temporal pattern of phosphorylation events triggered by FSH in our study also differs from that of the constitutively active PKA-CQR in that the FSH stimulus was rapid and transient while phosphorylation in response to PKA-CQR occurred over a period of 24 hr. (Figs 1, 2, 3). Despite these differences in the spatiotemporal signaling patterns between FSH and PKA-CQR, we find it remarkable that we observed such striking similarities in activation of signaling pathways and gene expression profiles between the two different stimuli. However, it is possible that AKAPs may fine-tune the FSH-stimulated differentiation program that could account for the minor differences in the phosphorylation patterns and gene expression profiles in GCs that were stimulated by FSH or PKA-CQR.

In conclusion, taking into consideration the aforementioned caveats in our approach, our results are consistent with the hypothesis that PKA is a proximal kinase downstream of the FSH receptor that not only directly regulates classical targets such as CREB and nonclassical targets such as ß-catenin, but also regulates intracellular signaling cascades that are traditionally activated by growth factors via their receptor tyrosine kinases, such as the PI3K/AKT and the p42/p44 MAPK signaling pathways, to direct a program of GC function that is essential for female fertility^7^. Because PKA is ubiquitously expressed in all cells and functions to regulate a multitude of cellular responses, our unprecedented findings in GCs that it functions as an upstream master kinase for both classical Ser/Thr targets as well as targets of receptor tyrosine kinases indicates that this spectrum of activities could be a more universal response to agonists that signal via cAMP and PKA than previously appreciated. GCs thus offer a physiologically relevant *in vitro* cell model to determine the mechanisms by which a single protein kinase (PKA) can branch out to direct multiple signaling networks that control cellular functions.

## Methods

### Chemicals and Reagents

Human FSH (AFP-4161-B; 3205 IU Second International Reference Preparation of FSH/mg) was provided by the National Hormone and Pituitary Program (National Institute of Diabetes and Digestive and Kidney Diseases, National Institutes of Health, Bethesda, MD). The generation and production of the PKA-CQR lentivirus has been described previously^1^. The lentivirus directing the expression of EGFP was obtained from the Magee-Womens Research Institute Transgenic and Molecular Research Core (Pittsburgh, PA).

### Granulosa Cell Culture and Lentiviral Transduction

All experimental protocols involving the use of animal were approved by and conducted in accordance with the guidelines of the University of Pittsburgh Institutional Animal Care and Use Committee. Sexually immature female rats (24 day old) were purchased from Hilltop Lab Animals (Scottdale, PA) and ovaries were isolated and GCs collected as described previously^1^. For viral transduction, isolated granulosa cells were suspended into M199 containing 8 μg/ml polybrene (hexadimethrin bromide, catalog item 52495; Fluka/Sigma-Aldrich Corp., St. Louis, MO). For each well of a 12-well culture plate, GCs were placed into individual 5 ml polypropylene culture tubes in a total volume of 0.3 ml that contained 8 μg/ml polybrene, ~2.5 × 10^6^ GCs and 5 × 10^6^ PFU of either the PKA-CQR or EGFP lentiviral vectors. Tubes were centrifuged in an Eppendorf 5810 R centrifuge for four 30 min. intervals at 1,200 × g at 37 C. After each 30 min. centrifugation, cell pellets were gently resuspended and after the final centrifugation, the entire 0.3 ml of the transduction mixture was transferred into individual wells of a 12-well tissue culture plates previously coated with donor calf serum that contained 0.7 ml M199 with 30 ng/ml testosterone. Cells were exposed to FSH at the time of plating as described in the figure legends.

### Western Immunoblot Analysis

GC monolayers were washed with PBS and collected in approximately 150 μl 1 × sodium dodecyl sulfate-sample buffer (62.5 mM Tris-HCl, pH 6.8, 2% wt/vol sodium dodecyl sulfate, 10% glycerol, 50 mM dithiothreitol, 0.01% wt/vol pyronin Y). Whole-cell extracts were sonicated in an ice bath with a sonic dismembrator (Model 100; Fisher Scientific Co. LLC, Pittsburgh, PA) for 10 sec at a power setting of 5 and boiled 5 min. Immunoblots for P-GAB2(Ser159), P-GSK3ß(Ser9), P-AKT(Thr308), total GSK3, total p38 MAPK, and total GAB2 were performed at Washington State University as previously described^2^,^11^,^13^ using chemiluminescent detection with X-ray film. Resultant images were digitized and quantified using ImageJ software (National Institutes of Health, Bethesda, MD). Immunoblots for the remaining phosphorylated and total protein levels were conducted at the University of Pittsburgh. For these samples, whole-cell extracts were separated on a 12% SDS-PAGE and resolved proteins were transferred to nitrocellulose membranes. Chemiluminescent detection was accomplished using the BM chemiluminescence Western blotting kit (Roche Diagnostics Corporation, Indianapolis, IN) with anti-rabbit or anti-mouse horseradish peroxidase-conjugated secondary antibody (Sigma, St. Louis, MO) diluted according to manufacturer’s directions. Digital images were captured using the FluorChem E digital imager (ProteinSimple, San Jose, CA). Densitometric analysis of digitized images was performed using the program Alphaview SA, version 3.4.0.0 (ProteinSimple, San Jose, CA). The FluorChem E digital capture system is programmed to capture non-saturated images and the AlphaView software associated with it utilizes digital images captured in the linear range to calculate densitometries of bands. Supplementary Table S5 lists the antibodies and blocking conditions for all immunoblots.

### DNA Microarray Study

Three separate groups of GCs were collected and placed into primary culture as described above and subjected to the following treatments: (1) EGFP lentivirus (2 MOI) plus testosterone (30 ng/ml), (2) EGFP lentivirus (2 MOI) plus FSH (100 ng/ml) and testosterone (30 ng/ml), (3) PKA-CQR lentivirus (2 MOI) plus testosterone (30 ng/ml). Total RNA was extracted from the cells 24 hr. later using RNA-Bee solution, frozen at −80 C, and transported to the Genomics and Proteomics Core Laboratory of the University of Pittsburgh to perform microarray analysis with the Affymetrix Rat Genome 230 2.0 array as per the manufacturer’s instructions. For data analysis, MAS5.0 normalized Affymetrix gene expression data were imported into BRB Array Tools (http://linus.nci.nih.gov/BRB-ArrayTools.html) for differential expression (DE) analysis. DE genes were identified using the Student t test (p < 0.001) in BRB. The CEL files and the processed normalized data have been submitted to Gene Expression Omnibus (GEO) under series record GSE73955.

### Database for Annotation Visualization and Integrated Discovery (DAVID) Analysis

Differentially expressed genes were then uploaded and analyzed by DAVID bioinformatics resource (https://david.ncifcrf.gov/tools.jsp). We performed analyses on three different groups of genes. (1) genes that had expression ratio between 0.5–2.0 i.e. were up and down regulated to a similar extent by FSH and PKA activation. (2) genes that were up-regulated and downregulated 2-fold or more by FSH than PKA. (3) genes that were up-regulated 2-fold or more by PKA than FSH.

### Statistics

The mean ± SEM of relative signal intensities were determined from at least three independent experiments. All quantitative comparisons between treatment groups were conducted with protein extracts analyzed on the same immunoblot. Results were analyzed by ANOVA and Newman-Keuls or Student’s t-test at a 5% significance level utilizing GraphPad Prism 4.3 (GraphPad Software, San Diego, CA).

## Additional Information

**How to cite this article**: Puri, P. *et al.* Protein Kinase A: A Master Kinase of Granulosa Cell Differentiation. *Sci. Rep.* **6**, 28132; doi: 10.1038/srep28132 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
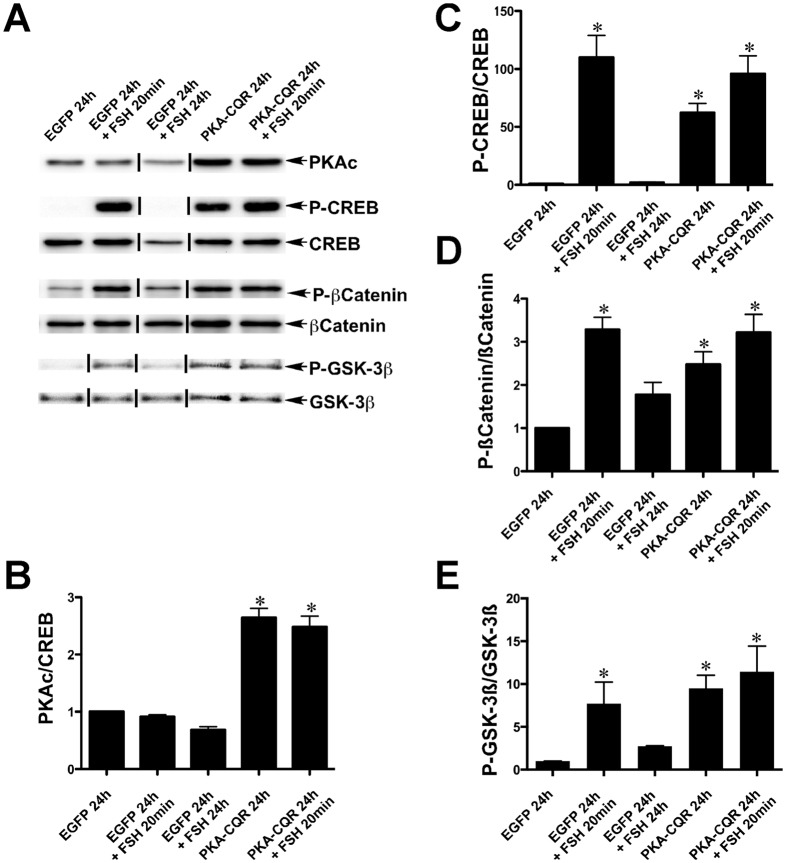
PKA-CQR expression alone is sufficient to activate CREB, β-catenin and GSK-3β signaling in undifferentiated GCs. Undifferentiated GCs were isolated, transduced with control EGFP or PKA-CQR mutant lentivirus vectors (2MOI), and stimulated with FSH as described in Methods. Whole cell protein extracts were prepared and run on SDS-PAGE gels. Separated proteins on gels were transferred and probed with antisera against PKAc, p-CREB (Ser133), CREB, p-β-catenin (Ser552), β-catenin, p-GSK-3β (Ser9) and GSK-3β as described in Methods (panel A). The densitometric quantification of the immunoblot results are shown in panels (B–E). Asterisks indicate results that are statistically different from EGFP controls (P < 0.05, n = 3). This figure contains cropped panels of immunoreactive bands representing phosphorylated and total protein levels from the same protein extracts resolved in separate immunoblots. Vertical lines between individual bands indicate bands from the same immunoblots that were rearranged for clarity of presentation. Full length blots are presented in Supplementary Fig. 1.

**Figure 2:**
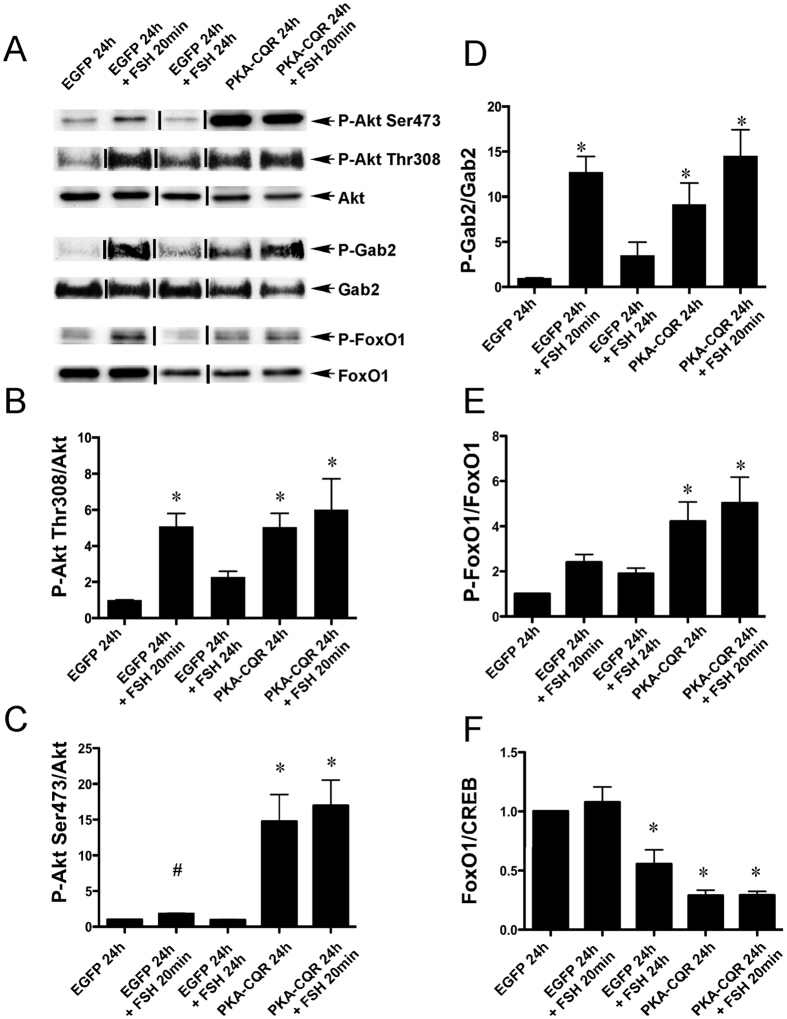
PKA-CQR expression alone is sufficient for the activation of Akt signaling in undifferentiated GCs. Primary GC cultures were established from 24-day-old female rats, transduced with control EGFP or PKA-CQR mutant lentivirus vectors (2MOI), and stimulated with FSH as described in Methods. Whole cell protein extracts, prepared from these cells were analyzed by immuno-blotting with following antisera that recognize proteins involved in the Akt signaling pathway: p-Akt (Ser473), p-Akt (Thr308), Akt, p-Gab2 (Ser159), Gab2, p-FOXO1 (Ser256) and FOXO1 (panel A). The densitometric quantification of the immunoblot results are shown in panels (B–F). Asterisks indicate results that are statistically different from EGFP controls (P < 0.05, n = 3) and # indicates that Akt Phosphorylation levels in EGFP 24 hr.+ FSH 20 min. is statistically different from EGFP 24 hr. by Student’s t-test. This figure contains cropped panels of immunoreactive bands representing phosphorylated and total protein levels from the same protein extracts resolved in separate immunoblots. Vertical lines between individual bands indicate bands from the same immunoblots that were rearranged for clarity of presentation. Full length blots are presented in Supplementary Fig. 2.

**Figure 3:**
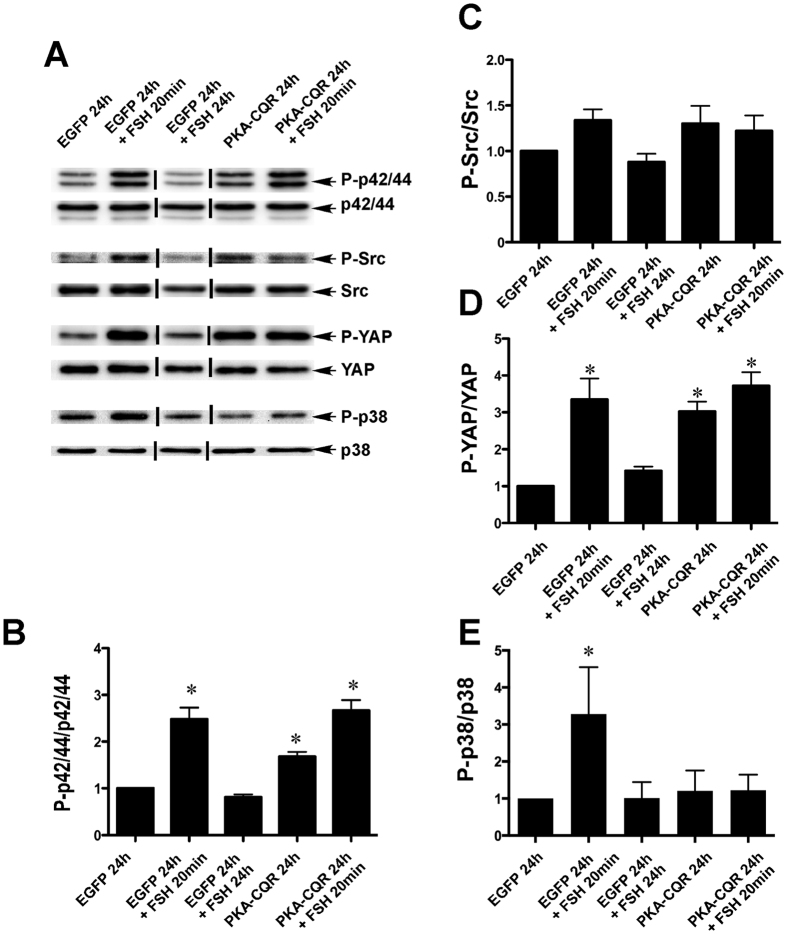
PKA-CQR expression alone is sufficient to activate p42/44 MAPK and Hippo signaling pathways but does not stimulate p38 MAPK signaling. Primary GC cultures were established from 24 day-old female rats, transduced with control EGFP or PKA-CQR mutant lentivirus vectors (2MOI), and stimulated with FSH as described in Methods. Whole cell protein extracts were prepared from all the control and treatment groups and run on SDS-PAGE gels. Separated proteins on gels were transferred and probed with indicated antisera (panel A).The densitometric quantification of the immunoblot results are shown in panels (B–F). Asterisks indicate results that are statistically different from EGFP controls (P < 0.05, n = 3). This figure contains cropped panels of immunoreactive bands representing phosphorylated and total protein levels from the same protein extracts resolved in separate immunoblots. Vertical lines between individual bands indicate bands from the same immunoblots that were rearranged for clarity of presentation. Full length blots are presented in Supplementary Fig. 3.

**Figure 4:**
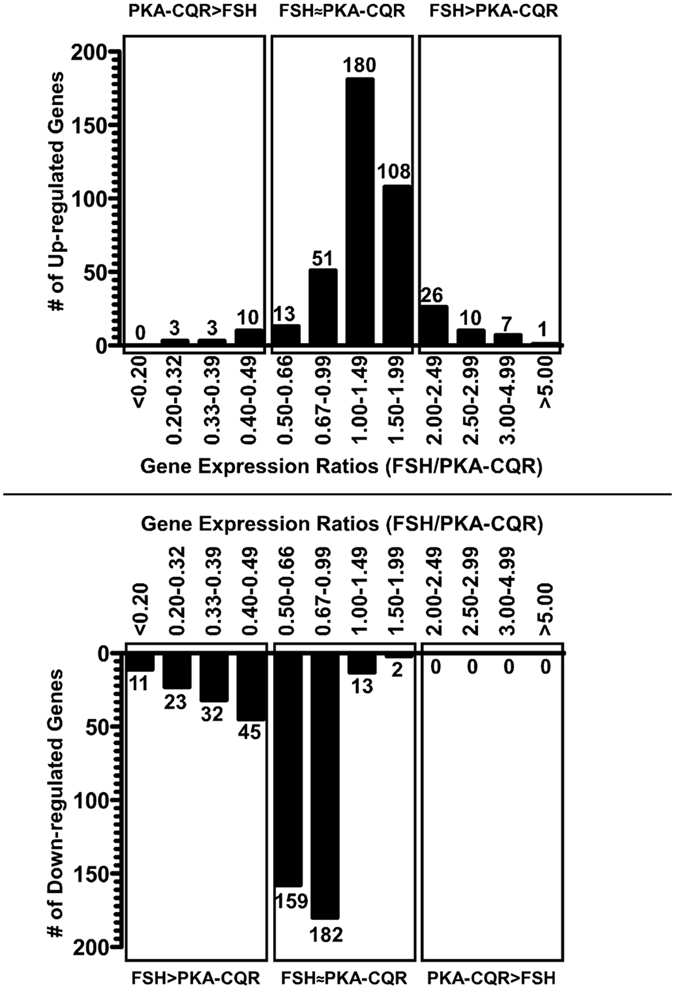
Comparison of gene expression profiles at 24 hr. of GCs stimulated with FSH or expressing PKA-CQR by relative gene expression ratio metric. Transcripts up-regulated (**A**) or down-regulated (**B**) at least 2-fold by FSH or PKA-CQR were identified by dividing the expression values of individual transcripts in the FSH or PKA-CQR groups (n = 3) with the corresponding expression values of the respective transcript levels in the control groups (n = 2). To determine the up-regulated and down-regulated transcripts for the third group, the average of control values of group 1 and group 2 were used. For transcripts altered 2-fold or more by either FSH or PKA-CQR, relative expression change ratios were calculated by dividing the fold-change of each transcript in the FSH group by the fold change of that transcript in the PKA-CQR group. The ratios were categorized into the indicated ranges and the number of up-regulated (**A**) or down-regulated genes (**B**) that fell into each range was determined. Transcripts with less than 2-fold difference between FSH and PKA-CQR were considered similarly regulated by FSH and PKA-CQR (FSH~PKA).

**Table 1:** Effects of FSH (24 hr.) or PKA-CQR (24 hr.) on transcripts associated with GC steroidogenesis, differentiation and ovulation.

Symbol	Entrez Gene Name	FSH/Con	PKA/Con	FSH/PKA
Genes involved in steroidogenesis				
* Srebf1*	sterol regulatory element binding transcription factor 1	2.28	1.8	1.26
* Star*	steroidogenic acute regulatory protein	14.13	9.11	1.55
* Cyp19a1*	cytochrome P450, family 19, subfamily A, polypeptide 1	29.44	59.71	0.49
* Cyp11a1*	cytochrome P450, family 11, subfamily A, polypeptide 1	51.31	36.4	1.41
* Por*	P450 (cytochrome) oxidoreductase	2.3	1.95	1.18
Genes involved in differentiation				
* Egfr*	epidermal growth factor receptor	2.03	2.04	1
* Lhcgr*	luteinizing hormone/choriogonadotropin receptor	27.99	41.79	0.67
* Prlr*	prolactin receptor	5.44	4.08	1.33
* Ctgf*	connective tissue growth factor	0.59	0.82	0.73
* Inha*	inhibin, alpha	2.43	2.41	1.01
* Inhba*	inhibin, beta A	2.77	2.5	1.11
* Inhbb*	inhibin, beta B	3.43	3.35	1.02
Transcriptional regulators involved in GC differentiation				
* Nr0b2*	nuclear receptor subfamily 0, group B, member 2	2.77	1.67	1.66
* Nr5a1*	nuclear receptor subfamily 5, group A, member 1	2.36	2.05	1.15
* Nr5a2*	nuclear receptor subfamily 5, group A, member 2	2.35	1.88	1.25
* Nr1h3*	nuclear receptor subfamily 1, group H, member 3	2.44	1.98	1.23
* Cebpb*	CCAAT/enhancer binding protein (C/EBP), beta	2.02	1.77	1.14
* Giot1*	Zfp932	5.71	6.07	0.94
* Gata4*	GATA binding protein 4	2.31	2.25	1.02
* Nr0b1*	nuclear receptor subfamily 0, group B, member 1	−5.93	−1.83	3.24
* Foxo1*	forkhead box O1	−2.13	−1.41	1.51
* Tead3*	TEA domain family member 3	−2.06	−1.75	1.18
Genes involved in ovulation				
* Areg*	amphiregulin	3.57	13.84	0.26
* Ereg*	epiregulin	5.37	18.1	0.3
* Pgr*	progesterone receptor	1.74	4.29	0.41
* Snap25*	synaptosomal-associated protein 25Kda	1.6	2.57	0.62
* Tnfaip6*	tumor necrosis factor, alpha-induced protein 6	30.15	46.64	0.65
* Ptgs2*	prostaglandin-endoperoxide synthase 2	12.77	35.2	0.36

How the deposited data were processed for this re-analysis (not part of the article)

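The data are 8 Affymetrix rat genome arrays of GC cultures 24 hr. after treatment, of which 2 were transduced with EGFP virus, 3 received EGFP virus and FSH and 3 were transduced with PKA-CQR virus. The authors deposited the log2 signals, made with RMA by background correction, quantile normalization across arrays and a summary of probes to probe sets, and neither the version of RMA nor the chip definition is stated. The methods name MAS5.0 values and a Student t test, and those MAS5.0 values were not used here. Averaged on the linear scale, the RMA signals gave 84 of the 84 values of Table 1 within 0.01. The complete table has 31099 probe sets, of which 57 are Affymetrix controls, 13915 carry a gene symbol and 17128 carry none. The authors' second table holds the 13915 named probe sets, and 0 of its 111320 values differ from the first. In the platform annotation 13135 of the named probe sets have 1 symbol, 87 have several and 693 have no entry, and for 11777 the symbol is that of the authors' table, whose symbols were used. Each symbol has 1 probe set in that table. No coordinates are given, because the files name no genome build.

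Genes were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes over all 8 arrays, for FSH over EGFP, PKA-CQR over EGFP and PKA-CQR over FSH. The p values were adjusted over the 13915 genes by the Benjamini-Hochberg method and called under 0.05. The relative expression ratio of a gene altered 2-fold or more by either stimulus was the FSH fold change over the PKA-CQR fold change, on the scale on which a fall is a fold change below 1, and a ratio from 0.5 to below 2 counted as similar. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and the p values were adjusted over the 41 lists of a comparison. The second form also takes its degrees of freedom from the few arrays and not from the genes. It is therefore stricter even where the estimated correlation is low. Of the lists, 30 hold genes of a process, 7 hold markers of other cell types and 4 hold the genes of Table 1. Their 700 distinct symbols were written from general knowledge or taken from Table 1, and 633 of them are on the arrays. Unchanged groups set against the same EGFP arrays were simulated 100 times as independent arrays. On simulated data with 50 genes changed 2-fold, the limma fit recovered 98% of them in each comparison, and of 50 genes changed 1.5-fold it recovered 80% for FSH over EGFP, 80% for PKA-CQR over EGFP and 92% for PKA-CQR over FSH. The number of arrays limits the precision.

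The comparisons, gene lists and most alternatives were set before the data were examined. So was the rule for the genes named in the text, which are the genes the paper names for its array data, the 10 with the largest rise and the 10 with the largest fall in each comparison among called genes whose groups do not overlap, the 5 with the most extreme ratio in each category with a greater effect of 1 stimulus, and in each list the 2 called members with the largest rise and the 2 with the largest fall. The values in Table 1 had been seen when the rule was written. A probe set with several symbols in the platform annotation is not named and its place goes to the next gene. *Fam198b*, *Ccl2* and *RGD1305254* lie outside the rule and were chosen after their values were seen. Replicate numbers were taken to pair the arrays, because the methods describe 3 separate groups of GCs given the 3 treatments and the legend of Fig. 4 numbers the replicates by them. For EGFP replicate 2 the pairing is in doubt, since its array code stands next to those of the replicate 3 arrays. The block by replicate numbers places it with the replicate 2 arrays. The deviations of same-numbered arrays from their group means correlated at 0.23, 0.44 and 0.62 for FSH and PKA-CQR replicates 1, 2 and 3, at 0.42 and 0.13 for EGFP replicate 1 and at -0.27 and -0.32 for EGFP replicate 2. The alternatives were 2 other scalings, filters on dim probe sets, every probe set counted by itself, each array left out in turn, the replicate number as a fixed or a random block, other variance models, array weights, the methods' t-test, other fold minimums and fold changes from means of linear signals. A block with EGFP replicate 2 in culture group 3 and a fit with the beta-actin signal difference as a covariate were added after the data were seen. The mean of a gene's probe sets could not be used as an alternative, since each gene has 1 that carries its symbol.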

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

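The comparisons of early genes, of RNA quality and of culture group 3 were chosen after the result was seen, the permutations for RNA quality were limited to those within groups after a first run, and a bound on untransduced cells from the 10 deepest falls (50.4% of the signal left, 35% predicted) was set aside after its value was seen, because a bound from the most extreme genes excludes nothing. Probe sets without a gene symbol, which the paper does not report on, also changed. Of 17128, 2495 were called with FSH (992 higher, 1503 lower), 1231 with PKA-CQR (454 higher, 777 lower) and 454 between the stimuli (305 higher and 149 lower with PKA-CQR). The share with similar ratios was 89.07% among the up-regulated and 80.99% among the down-regulated ones. Each was compared with the EGFP arrays or between the stimuli by limma. That 0 of them have a symbol in the annotation used decides nothing, because that annotation goes with the authors' table of named probe sets. Whether they include further probe sets of named genes was not tested.

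The smaller falls with PKA-CQR than with FSH were weighed against 2 technical explanations over all genes that FSH altered 2-fold, and not in single gene lists. If untransduced cells diluted the response, PKA-CQR would reach the same share of the FSH change on the linear scale for rises and falls, and the difference was -15.8 percentage points (53.4% of rises, 69.1% of falls), which argues against it as the whole cause. The order of rises and falls depends on the scale, since on the log2 scale the share was larger for rises. Compression of falls near the signal floor was to be tested by this log2 gap, 18.9 percentage points among genes above the median of mean signal and 12 in all genes, but compression shortens the deeper falls with FSH most and so works against the pattern, and the gap decides nothing on it. Untransduced cells together with a weaker action in the transduced ones, routes of FSH other than PKA and the time course of PKA-CQR expression stay open and were not tested.

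The excess of the ovulation genes *Areg*, *Ereg*, *Ptgs2*, *Pgr*, *Tnfaip6* and *Snap25* with PKA-CQR was weighed next. If the scaling of the arrays made it, another scaling would remove it, and the smallest log2 PKA-CQR over FSH under 2 other scalings was 0.599 (SE 0.139). The signals were already quantile normalized, and the median over all genes moved only from -0.023 to -0.033 and -0.020. Shifts this small could not remove the excess. The values show only that it does not hang on the choice among these scalings. A general excess of cAMP-responsive early genes would raise these to about the same extent, and 14 early genes outside the ovulation list that rose with either stimulus had a median of 0.018 (SD 0.51, 7 above and 7 below 0). This leaves it open, since the paper chose the 6 genes (median 1.42) on these arrays and the 16 members of the wider ovulation list that rose had a median of only 0.28 (SD 0.87). The paper's own explanation by p38 MAPK was not tested.

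EGFP replicate 2 deviated from its group with the replicate 3 arrays and not with those of its own number. The first component of the deviations within groups, with 53.4% of their variance, followed the 3′ minus 5′ signal of beta-actin over the 8 arrays at r = 0.99 (rho 0.95, each with an exact permutation p = 0.014 within groups, the smallest that 72 permutations can give), and at r = 0.98 without the 2 farthest arrays. This is consistent with a difference in RNA quality between arrays. The deviation also correlated at 0.41 or more with both replicate 3 arrays, as it would if EGFP replicate 2 came from culture group 3. The 2 EGFP deviations are mirror images, so the correlation alone cannot tell this from EGFP replicate 1 deviating the other way. By the array codes in the sample labels, EGFP replicate 2 stands directly before FSH replicate 3, as EGFP replicate 1 does before FSH replicate 1. Codes and deviations both go with culture group 3, against the legend of Fig. 4, which has controls for groups 1 and 2. The labels do not name the culture group.

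For the genes called between PKA-CQR and FSH, 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. The real split called 962 genes and the highest other split 0, so that 1 of the 10 reached the real value. Every other split mixes arrays of both stimuli in each set, so a difference between the stimuli adds to the spread within the sets. This lowers the calls of those splits, and their 0 calls decide nothing. The 4 splits that part all 3 pairs, the real one included, gave no other calls either.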

How the results depend on the processing

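The block with EGFP replicate 2 in culture group 3 and the beta-actin covariate were chosen after the result was seen. No called gene named in the text reversed in the settings refitted gene by gene, which do not include these 2 or the methods' t-test. Counts of genes higher and lower moved by over 1.5 times in the following settings, and the cause was not tested except where fewer genes or a stricter threshold sets it. With each probe set counted by itself FSH gave 2826 and 3201, and PKA-CQR 1611 lower. The methods' t-test at its own threshold gave 212 and 178 for FSH, 138 and 74 for PKA-CQR and 136 and 95 for PKA-CQR over FSH. The same test with adjusted p gave 422 and 376, 39 and 14, and 71 and 47. An added 2-fold minimum gave 384 and 462, 215 and 156, and 126 and 39. Array weights gave 1043 and 998 for PKA-CQR over FSH, EGFP replicate 2 in culture group 3 gave 856 and 729, and the beta-actin covariate gave 742 lower there and 1365 higher with PKA-CQR.

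Ratio categories moved with the choice of genes. Given as up-regulated similar, FSH greater and PKA-CQR greater, then down-regulated similar and FSH greater, there were 239, 15, 8, 200 and 71 with the genes below the median signal left out (91.2% of up-regulated genes similar), 629, 66, 23, 732 and 200 with each probe set by itself, and 104, 15, 9, 68 and 49 with the methods' t-test added to the 2-fold minimum (81.2% and 58.1% similar). A 1.5-fold minimum gave 843 and 862 similar genes (93.7% and 88.3%), and a 3-fold minimum 123 and 104 (73.2% and 51.5%).

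With 1 array left out, 1182 to 1779 genes rose and 1090 to 1564 fell with FSH, 491 to 997 rose and 360 to 910 fell with PKA-CQR, and 296 to 532 were higher and 163 to 371 lower with PKA-CQR than with FSH. The share of similar genes was 83.4 to 87.3% and 73.3 to 80%, and the correlation across genes 0.872 to 0.906. Without EGFP replicate 1 or 2 the single EGFP array left is assumed to vary like the other groups. Of 5112 tests of named genes, 428 lost and 51 gained a call this way.

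With the replicate number as a block, 1986 genes rose and 1800 fell with FSH, 1010 and 969 with PKA-CQR, and 704 were higher and 566 lower with PKA-CQR than with FSH. Of 639 tests of named genes 4 lost and 28 gained a call. Those that change a result printed in the text are printed with it, and among lists 3 gained and 1 lost a call. The gained ones were macrophage and leukocyte markers with FSH (adjusted p = 0.0424), oocyte markers with PKA-CQR (0.0452) and MAP kinase phosphatases between the stimuli (0.0148), and the lost one was A-kinase anchoring proteins with PKA-CQR (0.0935). With an estimated correlation 0 of 21, 7 of 25 and 0 of 17 called lists stayed called. The 7, all with PKA-CQR, were steroid hormone synthesis, cholesterol uptake and transport, ovulation and cumulus expansion, luteinization, cAMP-responsive early genes and the steroidogenesis and ovulation genes of Table 1. Calls were also lost where the estimated correlation lay below the preset 0.01, as for early genes (-0.00034) and luteinization (-0.0036) with FSH. Correlation between genes does not account for those losses. The mean of a gene's probe sets could not be run, as each gene has 1 that carries its symbol. Dim probe sets limit falls, since a signal near background cannot fall further.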

Differences from the paper's values

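No value here comes from a test chosen after the result was seen. The paper states that 1 up-regulated gene was raised over 5-fold more by FSH, and here there were 0, the largest ratio being 4.88. Of the alternatives set before the data were examined, leaving out FSH replicate 1, PKA-CQR replicate 2 or PKA-CQR replicate 3 gave 1, and all others gave 0. The 84 values of Table 1 differed from those here by at most 1.13-fold. With fold changes from means of linear signals, an alternative set before the data were examined, 84 of the 84 lay within 0.01 of the paper's, against 38 here. These are the RMA signals, so the values of Table 1 can be obtained from them by that averaging, although the methods name MAS5.0.

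The paper states that *Foxo1* rose with *Nr5a1*, *Nr5a2* and *Gata4*, and in another sentence that it fell. Here *Foxo1* fell with FSH (log2 fold change -1.10) and PKA-CQR (-0.50), as its values in Table 1 do, while *Nr5a1* and *Gata4* rose with both. The paper states that PKA-CQR lowered *Nr0b1*, and here its log2 fold change was -0.91 (limma adjusted p = 0.0532, and 0.041 with the replicate numbers as a block). The paper states that PKA-CQR raised *Nr5a2*, and here it had 0.92 (adjusted p = 0.0888, and 0.0118 with the block). For both genes the fold change itself is close to that in Table 1. Only the adjusted p threshold used here sets them apart, and Table 1 gives no p-value.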

Other observations

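No test here was chosen after the result was seen. *Mvd*, a decarboxylase of the mevalonate pathway of cholesterol synthesis, which supplies the substrate of steroidogenesis, rose 2.85-fold with FSH and 1.56-fold with PKA-CQR (log2 PKA-CQR over FSH -0.87, SE 0.10, adjusted p = 0.00157, n = 3 arrays each by limma), the rise with PKA-CQR being lost without EGFP replicate 1 (adjusted p = 0.0644). *Idi1*, an isomerase of the same pathway, rose 2.77-fold and 2.44-fold. Of 19 genes of cholesterol synthesis, 18 rose and 0 fell with FSH and 14 rose and 0 fell with PKA-CQR (19 and 0, and 18 and 0, when adjusted over the list alone), and 8 were lower with PKA-CQR than with FSH (14 when adjusted over the list alone), with camera adjusted p = 5.44e-13, 8.9e-14 and 1.83e-09 (adjusted p = 0.0981 and 0.0686 and 0.179 with an estimated correlation). Of 17 genes of cholesterol uptake and transport, 11 rose and 3 fell with FSH and 7 rose and 1 fell with PKA-CQR (11 and 3, and 10 and 2, when adjusted over the list alone), with camera adjusted p = 0.000789 and 0.000201 (adjusted p = 0.0894 and 0.0483 with an estimated correlation). *Soat1*, which esterifies cholesterol, rose 2.59-fold and 1.65-fold. Of 15 luteinization genes, 10 rose and 0 fell with FSH and 9 rose and 0 fell with PKA-CQR (10 and 1, and 9 and 0, when adjusted over the list alone), with camera adjusted p = 4.05e-06 and 2.58e-08 (adjusted p = 0.0577 and 0.0211 with an estimated correlation). *Parm1*, a mucin-like protein of the corpus luteum, rose 6.03-fold and 3.89-fold. Of 18 glycolysis genes, 9 rose and 0 fell with FSH and 4 rose and 0 fell with PKA-CQR (10 and 0, and 6 and 0, when adjusted over the list alone), with camera adjusted p = 0.000824 and 0.00433 (adjusted p = 0.132 and 0.121 with an estimated correlation).

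Of 27 genes of DNA replication, 12 rose and 0 fell with FSH and 21 rose and 0 fell with PKA-CQR (14 and 0, and 25 and 0, when adjusted over the list alone), with camera adjusted p = 0.000125, 8.85e-13 and 3.21e-05 for FSH, PKA-CQR and PKA-CQR over FSH (adjusted p = 0.377 and 0.121 and 0.383 with an estimated correlation). By the direct test 2 were higher and 0 lower with PKA-CQR than with FSH (3 and 0 when adjusted over the list alone). *Uhrf1*, which maintains DNA methylation, rose 1.89-fold with PKA-CQR, and its fold change with FSH was 1.25 (adjusted p = 0.118). Of 25 genes of G2 and mitosis, 7 rose and 2 fell with FSH and 10 rose and 0 fell with PKA-CQR (8 and 2, and 12 and 0, when adjusted over the list alone), with camera adjusted p = 0.201 and 8.13e-07 (adjusted p = 0.192 with an estimated correlation for PKA-CQR). *Kif20a*, a kinesin of cell division, rose 1.98-fold and 2.62-fold. Of 15 genes of the Notch pathway, 5 rose and 1 fell with FSH and 2 rose and 0 fell with PKA-CQR (5 and 1, and 4 and 1, when adjusted over the list alone), with camera adjusted p = 0.00247 and 0.0405 (adjusted p = 0.228 and 0.364 with an estimated correlation). *Hey2*, a Notch target, rose 4.22-fold and 4.12-fold. Of 19 granulosa identity genes, 9 rose and 2 fell with FSH and 7 rose and 1 fell with PKA-CQR (11 and 2, and 9 and 2, when adjusted over the list alone), with camera adjusted p = 0.0147 and 0.00175 (adjusted p = 0.193 and 0.109 with an estimated correlation), and *Wt1*, a zinc finger factor of immature GCs, fell 1.44-fold and 1.45-fold, the second lost without 1 array (adjusted p = 0.0519 without EGFP replicate 1).

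Genes of PKA itself moved both ways. *Pkia* and *Pkig*, inhibitors of the catalytic subunit, fell 3-fold and 2.44-fold with FSH and 2.26-fold and 1.59-fold with PKA-CQR. *Pkib*, a further inhibitor, rose with FSH, and the regulatory subunit gene *Prkar2b* rose with both stimuli. Of 10 PKA subunits and inhibitors, 2 rose and 5 fell with FSH and 1 rose and 3 fell with PKA-CQR (2 and 5, and 3 and 4, when adjusted over the list alone), with camera adjusted p = 0.07 and 0.326. *Akap12*, a scaffold of PKA and the adrenergic receptor, fell 7.67-fold and 3.4-fold. Of 20 A-kinase anchoring proteins 1 rose and 6 fell with FSH and 0 rose and 7 fell with PKA-CQR (1 and 6, and 1 and 7, when adjusted over the list alone). Camera gave adjusted p = 0.0512 and 0.0289 (adjusted p = 0.254 and 0.192 with an estimated correlation, and the second 0.0935 with the replicate numbers as a block). Of 14 cAMP phosphodiesterases, 4 rose and 1 fell with FSH and 3 rose and 0 fell with PKA-CQR (4 and 1, and 3 and 0, when adjusted over the list alone), with camera adjusted p = 0.417 and 0.0368 (the second 0.192 with an estimated correlation). Of 21 genes of NF-kB and inflammation, 7 rose and 1 fell with FSH and 4 rose and 0 fell with PKA-CQR (7 and 1, and 5 and 0, when adjusted over the list alone), with camera adjusted p = 0.0303 and 0.00428 (adjusted p = 0.193 and 0.104 with an estimated correlation). *Lcn2*, a secreted lipocalin, rose 3.18-fold and 2.31-fold. Of 27 interferon response genes, 5 rose and 1 fell with FSH and 6 rose and 0 fell with PKA-CQR (5 and 1, and 8 and 0, when adjusted over the list alone), with camera adjusted p = 0.813 and 0.00248, and between the stimuli adjusted p = 0.00412 (0.401 and 0.463 with an estimated correlation for PKA-CQR and for the difference). The virus differed between the groups, EGFP in one and PKA-CQR in the other.

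Of the lists that passed no camera test against EGFP, of 19 genes of the p38 MAP kinase cascade, 4 rose and 1 fell with FSH and 2 rose and 2 fell with PKA-CQR (4 and 1, and 2 and 2, when adjusted over the list alone), with camera adjusted p = 0.741 and 0.777. Of 9 MAP kinase phosphatases, 1 rose and 1 fell with FSH and 1 rose and 1 fell with PKA-CQR (1 and 2, and 2 and 1, when adjusted over the list alone), with camera adjusted p = 0.241 and 0.916. Of 18 ERK pathway targets, 5 rose and 3 fell with FSH and 3 rose and 2 fell with PKA-CQR (5 and 3, and 4 and 2, when adjusted over the list alone), with camera adjusted p = 0.881 and 0.777. Of 16 Wnt and beta-catenin targets, 2 rose and 4 fell with FSH and 1 rose and 2 fell with PKA-CQR (2 and 4, and 1 and 2, when adjusted over the list alone), with camera adjusted p = 0.299 and 0.899. Of 17 genes of gonadotropin receptor signalling, 2 rose and 5 fell with FSH and 2 rose and 3 fell with PKA-CQR (2 and 6, and 2 and 4, when adjusted over the list alone), with camera adjusted p = 0.44 and 0.777. Of 19 genes of the insulin-like growth factor system, 3 rose and 5 fell with FSH and 0 rose and 4 fell with PKA-CQR (3 and 5, and 1 and 4, when adjusted over the list alone), with camera adjusted p = 0.172 and 0.0558. Of 31 genes of the TGF-beta and BMP system, 6 rose and 8 fell with FSH and 3 rose and 5 fell with PKA-CQR (8 and 8, and 5 and 6, when adjusted over the list alone), with camera adjusted p = 0.438 and 0.641. Of 20 genes of unfolded protein and amino acid stress, 3 rose and 1 fell with FSH and 3 rose and 0 fell with PKA-CQR (3 and 0, and 3 and 0, when adjusted over the list alone), with camera adjusted p = 0.472 and 0.0579. Of 20 genes of apoptosis and survival, 3 rose and 3 fell with FSH and 0 rose and 2 fell with PKA-CQR (4 and 4, and 0 and 2, when adjusted over the list alone), with camera adjusted p = 0.819 and 0.42. Of 22 macrophage and leukocyte markers, 6 rose and 1 fell with FSH and 0 rose and 0 fell with PKA-CQR (6 and 1, and 0 and 0, when adjusted over the list alone), with camera adjusted p = 0.136 and 0.855 (the first 0.0424 with the replicate numbers as a block). Of 15 endothelial markers, 1 rose and 1 fell with FSH and 1 rose and 0 fell with PKA-CQR (1 and 1, and 1 and 0, when adjusted over the list alone), with camera adjusted p = 0.78 and 0.653. Of 7 oocyte markers, 1 rose and 1 fell with FSH and 0 rose and 0 fell with PKA-CQR (1 and 1, and 0 and 0, when adjusted over the list alone), with camera adjusted p = 0.988 and 0.303 (the second 0.0452 with the replicate numbers as a block). Of 13 surface epithelium markers, 2 rose and 2 fell with FSH and 2 rose and 1 fell with PKA-CQR (2 and 2, and 2 and 1, when adjusted over the list alone), with camera adjusted p = 0.881 and 0.855. Of 7 erythroid markers, 2 rose and 0 fell with FSH and 0 rose and 0 fell with PKA-CQR (2 and 0, and 0 and 0, when adjusted over the list alone), with camera adjusted p = 0.758 and 0.777. The median, mean and test differed in sign in 18 list tests, of which 0 were called, among them gonadotropin receptor signalling with FSH (median -0.04, mean 0.22, test toward lower). Between the stimuli, PKA subunits and inhibitors were higher with PKA-CQR (camera adjusted p = 0.00448), as were genes of G2 and mitosis (1.02e-05), the extracellular matrix (0.00667), actin and serum response factor targets (1.02e-05), markers of smooth muscle and pericytes (0.00667) and of theca and stroma (0.0141), while the Notch pathway (0.00412), luteinization (0.00667), cholesterol uptake and transport (0.00667) and glycolysis (0.00448) were lower. With an estimated correlation these were adjusted p = 0.179, 0.345, 0.383, 0.361, 0.383, 0.383, 0.345, 0.179, 0.179 and 0.248. By the direct test 2 of the 10 PKA subunits and inhibitors were higher with PKA-CQR and 0 lower. These 2 were the inhibitors *Pkig* and *Pkia*, which fell with both stimuli. Of the 25 genes of G2 and mitosis, 2 were higher and 0 lower. Luteinization shares 3 members with steroid hormone synthesis and 3 with granulosa differentiation, granulosa identity 3 with the regulators of Table 1, the phosphodiesterases 3 with the early genes and the MAP kinase phosphatases 3 with the ERK targets.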
